# Maternal undernutrition inhibits fetal rumen development: novel miRNA-736-mediated dual targeting of E2F2 and MYBL2 in sheep

**DOI:** 10.1186/s40104-025-01321-7

**Published:** 2026-01-06

**Authors:** Peng Jiao, Yun Xu, Yamei Gu, Baoyuan Li, Huizhen Lu, Caiyun Fan, Wen Zhu, Jianbo Cheng, Shengyong Mao, Mianqun Zhang, Yanfeng Xue

**Keywords:** E2F2, Fetal rumen development, Maternal undernutrition, MYBL2, Novel miRNA-736

## Abstract

**Background:**

Undernutrition disrupts pregnant ewe’s metabolic homeostasis and severely inhibits fetal growth and development. In this study, undernourished and nutrition-recovery pregnant sheep models and rumen epithelial cells were utilized to investigate the mechanisms behind undernutrition-induced disruptions in male fetal rumen metabolism and development.

**Results:**

Maternal undernutrition significantly reduced male fetal rumen weight and papilla length, width and surface area. Maternal undernutrition extremely suppressed nutrient metabolism and energy production in male fetal rumen via JAK3/STAT3 signaling to inhibit cell cycle progression and male fetal rumen development, while maternal nutritional recovery partially restored metabolic inhibition but failed to alleviate male fetal rumen development. Meanwhile, 64 differentially expressed miRNAs (DEMs) were identified in male fetal rumen between undernourished ewes and controls. Novel miR-736 was overexpressed both in male fetal rumen of undernourished and nutrition-recovery models. E2F transcription factor 2 (*E2F2*) and MYB proto-oncogene like 2 (*MYBL2*) were the intersection of male fetal rumen differentially expressed genes (DEGs) and DEMs target genes integrated analysis and were predicted as novel miR-736 target genes. Further, we confirmed that novel miR-736 targeted and downregulated *E2F2* and *MYBL2* expression levels. Silencing *E2F2* and *MYBL2* promoted apoptosis and inhibited S-phase entry in rumen epithelial cells.

**Conclusions:**

In summary, maternal undernutrition disrupted male fetal rumen metabolism and elevated novel miR-736, which targeted and downregulated *E2F2* and *MYBL2* to inhibit cell cycle progression and promote apoptosis, finally inhibited male fetal rumen development. This study provides new insights into the epigenetic mechanisms underlying maternal undernutrition-induced male fetal rumen developmental deficits.

**Graphical Abstract:**

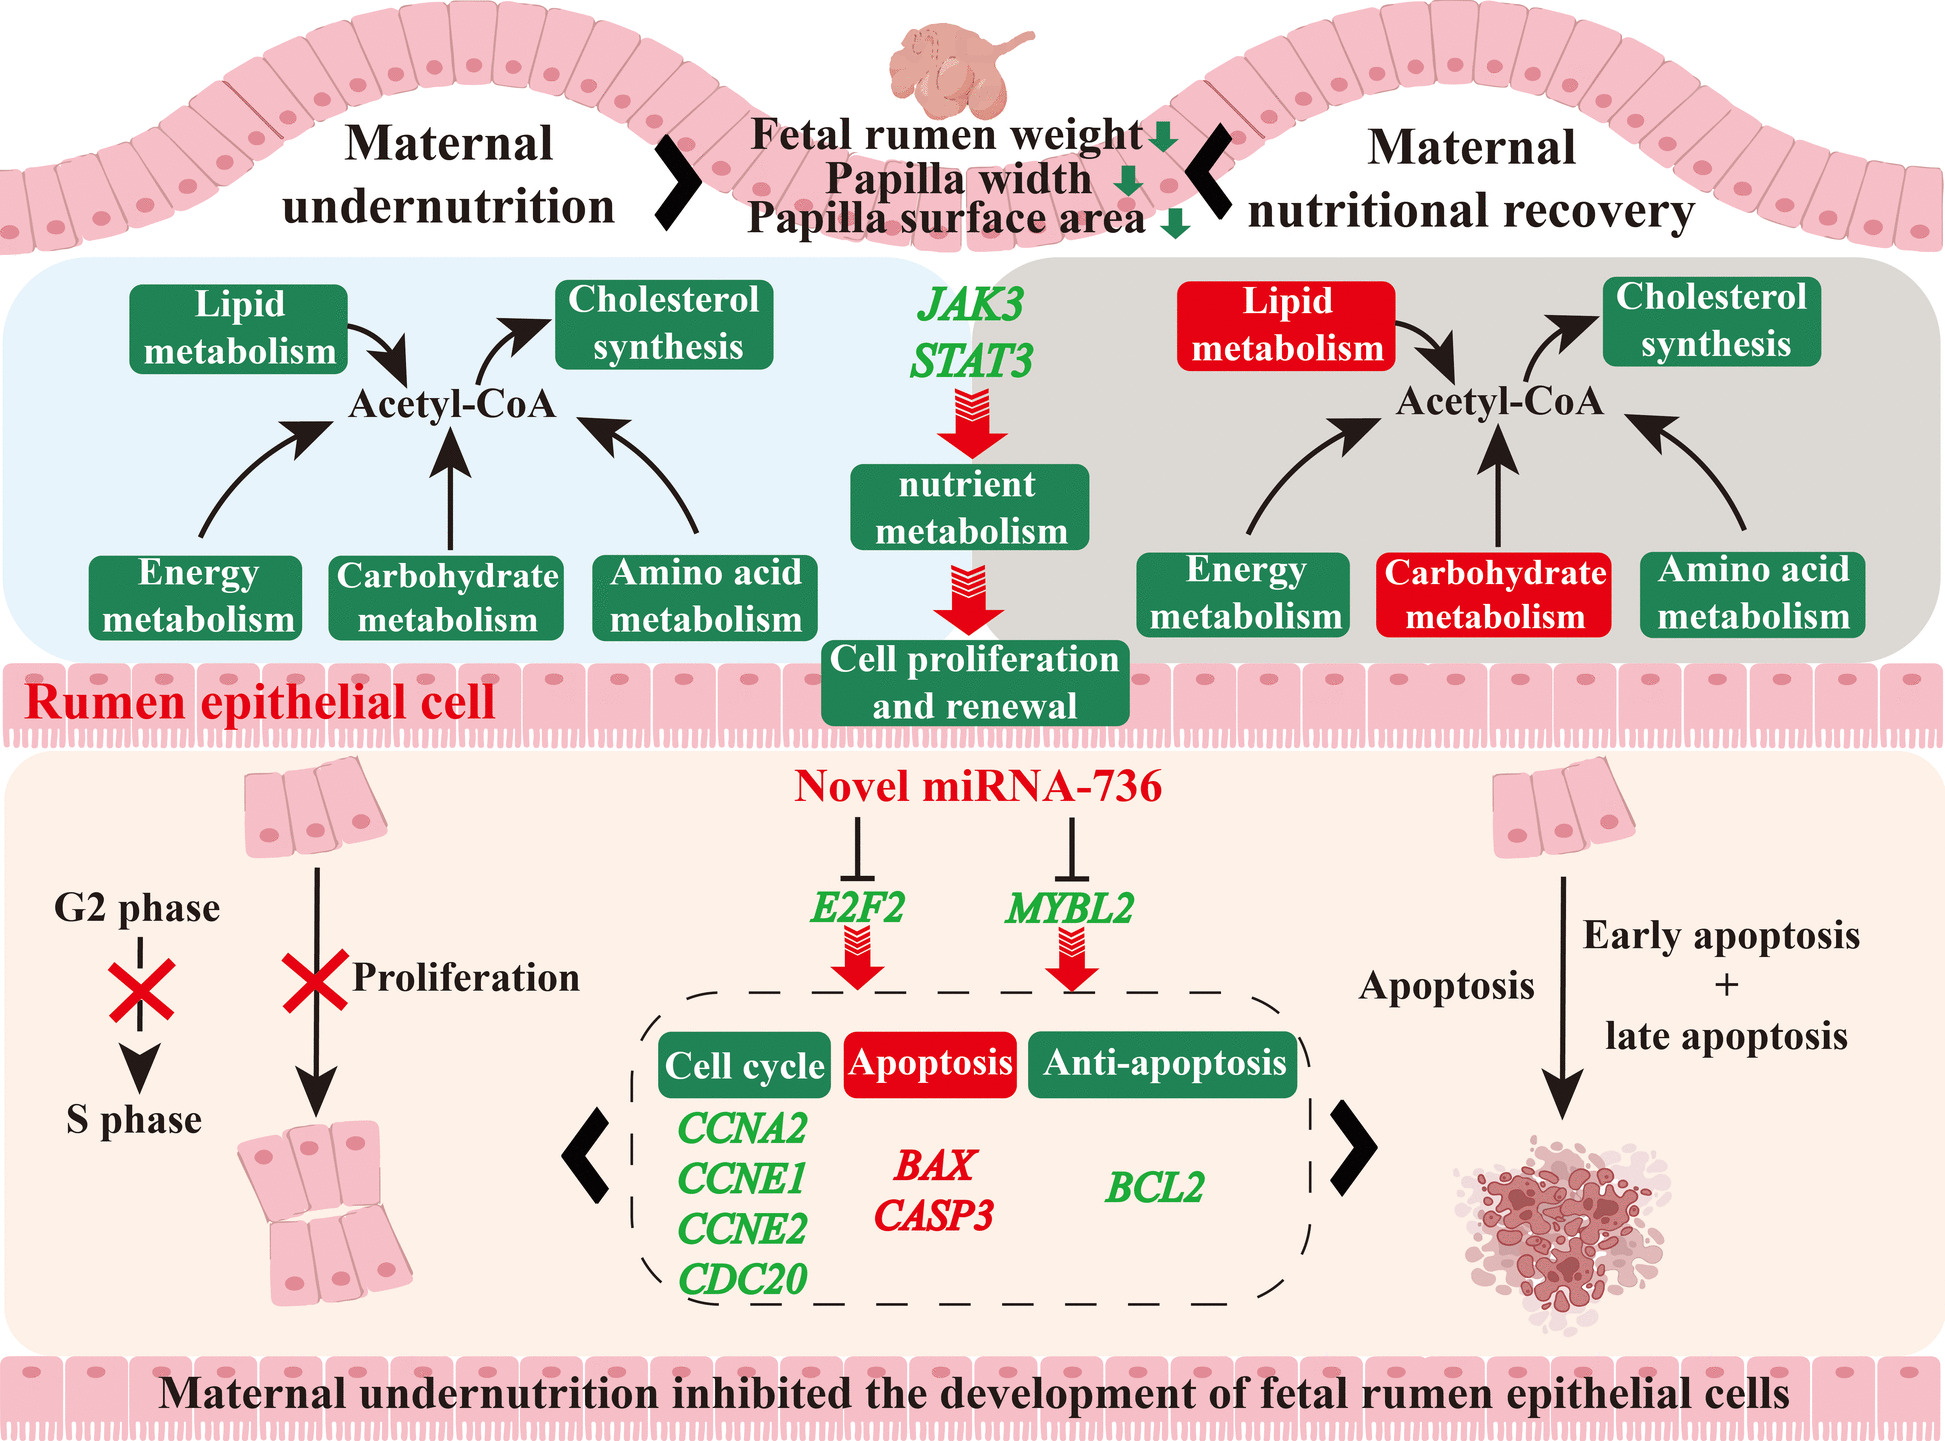

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-025-01321-7.

## Introduction

In ruminant production system, many pregnant animals are subjected to undernutrition, a condition that may be exacerbated by seasonal fluctuations of feed availability or by cost control-driven insufficient feed supply or low-quality rations [1]. Due to the multi-fetus characteristic of Hu-sheep and the rapid fetal growth and development during late gestation, pregnant ewes are prone to undernutrition which ultimately inhibits fetal development [2]. Rumen, as a critical digestive organ in ruminant, requires early and optimal development to ensure both animal health and productivity [3]. The transitional period (pre-rumination) in young ruminants represents a sensitive window for influencing the development of rumen wall [4]. A large body of researches have shown that varying kinds of nutritional regulation promote rumen development of lambs [5–7]. The enhancement of rumen wall morphology and physiological function through early-stage nutritional strategies holds significant potential for supporting the lifelong health and productivity of ruminants. However, the effect of maternal nutritional status or nutritional regulation on the morphology and development of fetal rumen before fetal birth remains underexplored. The loss of physical function caused by undernutrition in ruminants may be compensated by subsequent nutritional recovery [8]. Metabolic disorders and pregnancy toxemia resulting from malnutrition during late pregnancy can be effectively ameliorated through nutritional recovery [9, 10]. However, whether the effects of maternal undernutrition on fetal rumen development can be alleviated by maternal nutritional recovery has not yet been studied.

Ruminal papilla are basic structures of ruminal epithelium and associated with great contact with chyme, enhancing the digestion and absorption of nutrients [11]. Our previous study has shown that undernutrition significantly decreases maternal rumen weight and the length, width, and surface area of rumen papilla [12]. Meanwhile, maternal undernutrition seriously affects fetal weight and fetal liver development [2]. However, the effects of maternal undernutrition on fetal rumen development and the potential regulatory mechanisms remain poorly understood. Undernutrition of pregnant ewes has been found to inhibit the metabolism of carbohydrates, amino acids, and energy in the rumen and to suppress DNA replication and cell cycle in rumen epithelium through JAK3/STAT2 signaling pathway, ultimately leading to the narrower, shorter, and small rumen papilla [12]. Therefore, it is supposed that maternal undernutrition may affect nutrient metabolism and cell cycle in fetal rumen to inhibit its development via some key signaling pathways. As known, miRNAs are key regulators of various biological processes, and fetal plasticity during pregnancy is regulated by miRNAs [13, 14]. miR-21-3p has been identified in sheep rumen where it regulates amino acid metabolism by targeting *ATP1A2* [15], while miR-148a-3p inhibits the proliferation of rumen epithelial cells by targeting *QKI5* [16]. However, whether maternal undernutrition can induce differentially expressed miRNAs (DEMs) in fetal rumen and further regulate the growth and development of rumen epithelial cells remains unclear.

This study postulated that maternal undernutrition during late gestation might inhibit male fetal rumen development through regulating miRNA expression to disrupt cell cycle and rumen nutrient metabolism, and maternal nutritional recovery after undernutrition could only partially restore the nutrient metabolism homeostasis and male fetal rumen development. Undernourished and nutrition-recovery pregnant sheep model were established using dietary nutrition control. Both in vivo animal models and in vitro sheep primary rumen epithelial cells were integrated to investigate the molecular mechanism of how maternal nutrition affects male fetal rumen development. This study would provide theoretical foundations for the development of molecular therapeutic strategies to promote male fetal rumen development.

## Methods

### Animal experimental design and sample collection

The animal experiments were approved by the Institutional Animal Care and Use Committee of Anhui Agricultural University (AHAUXMSQ2024073). The diet formula and nutrient composition for both undernourished and nutrition-recovery ewe models were detailed in Table 1. In this study, the metabolic energy and crude protein level of the total mixed ration were 11.25 MJ/kg and 12.60%, respectively. The farm was located in Hefei (31°57′20" N, 117°03′26" E, at an altitude of 49.8 m) with an annual average temperature of 16.1 °C. The ewes were housed in individual pens, fed twice daily, and had free access to water. In addition, all ewes’ body weights were measured using a calibrated electronic scale with an accuracy of 0.01 kg.

**Table 1:** Ingredients and nutrient composition of the total mixed ration, % (dry matter basis)

Item	Content
Ingredient composition	
Whole corn silage	43.04
Peanut straw	31.07
Maize	17.79
Bean pulp	4.04
Soybean meal	2.70
Premix^a^	1.36
Total	100.00
Nutrient composition	
Metabolizable energy^b^, MJ/kg	11.25
Crude protein	12.60
Ether extract	3.20
Neutral detergent fiber	40.19
Acid detergent fiber	34.20
Crude ash	5.23
Calcium	0.61
Phosphorus	0.31

^a^Provided the following per kilogram premix: vitamin A 150,000 IU, vitamin D_3_ 25,000 IU, vitamin E 1,000 mg, Zn 2,548 mg, Cu 370 mg, Fe 1,500 mg, Mn 637 mg, I 35 mg, Se 11 mg, lysine 1.5%

^b^The metabolizable energy was estimated

Undernourished ewe model: Twenty ewes (body weight 54.41 ± 2.48 kg, 2–3 fetuses, pregnancy for 108 d) were housed in individual pens and ad libitum fed for a 7-d adaptation period. This period served to determine their voluntary feed intake and to ensure that the dietary nutritional level met the requirements of pregnant ewes carrying multiple fetuses. Subsequently, these ewes were randomly assigned to the CON group (*n* = 10, fed the baseline feed intake) or the UN group (*n* = 10, restricted to 30% of the baseline feed intake) on d 115 of gestation for 15 d treatment. According to the nutrient requirements of meat-type sheep and goat (NY/T 816–2021) [17], the metabolic energy and crude protein requirements of ewes carrying multiple fetuses during late gestation were approximately 19.8 MJ/d and 252.5 g/d, respectively. Considering the feed intake was 2.06 kg/d (dry matter) for ewes in the CON group, the metabolic energy and crude protein intakes were 23.2 MJ/d and 259.6 g/d, respectively, which could meet the nutritional requirements. Blood samples (10 mL/ewe) were collected from the jugular vein using 18G needles and vacutainers before morning feeding on d 0 and d 15 of the formal experiment period [10, 18]. On d 130 of gestation, all ewes were humanely slaughtered using electrical stunning followed by exsanguination at 4 h after morning feeding [19]. Male and female fetuses were carefully dissected out and their rumen tissues (CON: *n* = 10, UN: *n* = 10) were weighted and then were rapidly collected from each fetus, snap-frozen in liquid nitrogen, and stored at −80 °C.

Nutrition-recovery ewe model: Twenty four ewes (body weight 54.64 ± 1.69 kg, 2–3 fetuses, pregnancy for 108 d) were similarly housed in individual pens and ad libitum fed for a 7-d adaptation period. Ewes were then randomly assigned to the CON group (*n* = 12, fed the baseline feed intake for 15 d followed by ad libitum feeding for another 15 d) or the REC group (*n* = 12, feed intake restricted to 30% of baseline for 15 d followed by ad libitum feeding for another 15 d) on d 115 of gestation for 30 d treatment. Due the predelivery of 3 pregnant ewes in the nutritional recovery period, they were removed from the research subjects. Blood samples (10 mL/ewe) were collected from the jugular vein using 18G needles and vacutainers before morning feeding on d 0, d 15, and d 30 of the formal experiment period in nutritional recovery ewe models [10, 18]. On d 145 of gestation, all ewes were humanely slaughtered using electrical stunning followed by exsanguination at 4 h after morning feeding. Male and female fetuses were carefully dissected out and their rumen tissues (CON: *n* = 9, REC: *n* = 9) were weighted and then were rapidly collected from each fetus, snap-frozen in liquid nitrogen, and stored at −80 °C.

### Measurement of ewes’ blood biochemical indicators

Levels of *β*-hydroxybutyrate (BHBA) in maternal serum were measured using the Free Style Optium Blood Glucose and Ketone Monitoring System (Abbott Diabetes Care Ltd, Oxon, UK). Then, glucose (Cat. F006-1-1), non-esterified fatty acids (NEFAs, Cat. A042-2-1), triglyceride (TG, Cat. A110-1-1), and total cholesterol (TC, Cat. A111-1-1) levels in maternal serum were determined using commercially available kits according to the manufacturer's instructions (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### Fetal rumen weight and morphological analysis

Chyme was immediately removed from male and female fetal rumen after slaughter, and the weight of the empty male and female fetal rumen was measured. Male fetal rumen specimens were collected, fixed in 4% paraformaldehyde for 24 h, embedded in paraffin, and sectioned for hematoxylin and eosin staining for morphological observation [12].

### Transcriptome assay of rumen epithelium

Total RNA was extracted from cryopreserved male fetal rumen tissues using TRIzol reagent (Takara Bio, Otsu, Japan). RNA quality was verified by spectrophotometric analysis (NanoDrop ND-1000) with A_260_/A_230_ and A_260_/A_280_ ratios between 1.80–2.10, and RNA integrity was confirmed using an Agilent 2100 Bioanalyzer. A total of 20 RNA samples were randomly selected for transcriptome analysis, with 10 samples from undernourished model (five CON and five UN) and another 10 samples from nutritional recover model (five CON and five REC). The mRNA samples were purified using the magnetic bead method, fragmented, and reversely transcribed into cDNA, which were then ligated to sequencing adapters and amplified. Fragments with appropriate length were selected to construct cDNA library using NEBNext^®^ Ultra™ RNA Library Preparation Kit and sequenced on an Illumina NovaSeq 6000 (Biomarker, Beijing, China). Clean reads were aligned to the Sheep Reference Genome 3.0 using HiSAT2, and gene expression was quantified using FPKM method. DEGs were identified with DESeq2 (v.1.6.3) based on *P* < 0.01 and fold change (FC) > 1.5 or < 0.67. Principal component analysis (PCA) and partial least squares discriminant analysis (PLS-DA) were performed using SIMCA v.14.1 (Umetrics, Umea, Sweden). Data analyses including clustering heatmaps, KOG functional classification, and GSEA analysis were conducted using the Biomarker platform (www.biocloud.net).

### miRNA-Seq library construction, sequencing, and data analysis

Small RNA library was constructed using 1.5 µg of total RNA with a NextFlex Small RNA Sequencing Kit (Illumina, San Diego, CA, USA). Briefly, small RNAs (18–30 nucleotides) were size-selected via gel electrophoresis, followed by sequential ligation of 3' and 5' adapters. After adapter ligation, reverse transcription and PCR amplification were performed with 12 cycles to enrich the library. Library quality was assessed using an Agilent Bioanalyzer 2100, and the quantification was performed by Qubit 3.0 Fluorometer (Thermo Fisher Scientific). The library was subsequently sequenced on the Illumina HiSeq 6000 platform using single-end sequencing. Raw sequencing reads underwent quality control using FastQC to remove low-quality reads, adapter sequences, and potential contaminants. Clean reads were aligned to the Sheep Reference Genome 3.0 using Bowtie2, allowing for the identification of known miRNAs and the discovery of novel miRNAs. The analysis of miRNA expression levels and the identification of DEMs were conducted using DESeq2 (v.1.6.3) with the thresholds of *P* < 0.05 and FC > 1.5 or < 0.67. Additionally, potential target genes of DEMs were predicted using miRanda software. KEGG pathway enrichment analysis, network map of miRNA target genes, and Venn diagram analysis were conducted to explore the biological functions and regulatory pathways of these miRNAs in the male fetal rumen development. Subsequently, STRING software was used to analyze the protein–protein interactions (PPIs) of the target genes (*E2F2* and *MYBL2*) and to perform Gene Ontology (GO) pathway enrichment analysis.

### Cell culture assay

Primary rumen epithelial cells were cultured in DMEM/F12 medium (GE Healthcare Life Sciences, Hyclone Laboratories, South Logan, Utah) supplemented with 10% fetal bovine serum (FBS; BI, Israel Beit Haemek Ltd.). Human embryonic kidney (HEK) 293 T cells were cultured in high-glucose DMEM (GE Healthcare Life Sciences, Hyclone Laboratories, South Logan, Utah) containing 5% FBS (BI, Israel Beit Haemek Ltd.). All cell cultures were maintained under standard incubation conditions of 37 °C and 5% CO_2_.

### miRNA mimic, inhibitors, and siRNA

The mimic of miR-736 (double-strand oligonucleotides), mismatched negative control mimic (mimic NC), miR-736 inhibitor (single-strand oligonucleotides), and mismatched negative control inhibitor (inhibitor NC) were synthesized by RIBOBIO Co., Ltd. (Guangzhou, China). These mimics and inhibitors were used to assess the effects of miR-736 overexpression and inhibition on its activity in HEK-293 cells and rumen epithelial cells. The small interference RNA (siRNA) for *E2F2* and *MYBL2* were synthesized by Sangon Biotech (Shanghai, China). The sequences for the si-NC and siRNA primers were provided in Table S1.

### 3’ UTR luciferase reporter assays

Primers targeting the 3' UTR regions of *E2F2* and *MYBL2* were designed using Primer Premier 5.0 (Premier Biosoft, Palo Alto, CA, USA). Detailed primer sequences are provided in Table S2. Then, RNA from rumen epithelial cells were extracted and reversely transcribed into cDNA using Primescript™ RT reagent Kit (TaKaRa, Dalian, China). The 3’ UTR fragments of *E2F2* and *MYBL2* were amplified using the following 20 μL reaction system: 0.8 μL of forward and reverse primers, 1 μL cDNA, 10 μL Taq PCR Master Mix, and 7.4 μL ddH_2_O. The resulting 3’ UTR double-stranded cDNA fragments of *E2F2* and *MYBL2* were enzymatically cleaved and cloned into the *XhoI*-*NotI* sites of the psiCHECK™-2 vector (Promega Corp.), which contained both Renilla and Firefly luciferase reporter genes, forming the wild-type dual luciferase reporter gene recombinant vector. The psiCHECK2-E2F2 and psiCHECK2-MYBL2 recombinant plasmids were extracted using the EndoFree Plasmid Mini Kit (Omega Bio-Tek, Norcross, GA, USA), and the reliability of these recombinant vectors was verified by DNA sequencing.

HEK-293 T cells were seeded into 24-well plates at a density of 1.0 × 10^5^ cells/well. After 24 h, cells were co-transfected with 0.5 μg of either psiCHECK2-E2F2 or psiCHECK2-MYBL2 recombinant plasmid and 0.5 μg of miR-736 mimic (or control NC_mimic) using 2 μL of X-tremeGENE HP DNA transfection reagent (Roche, Penzberg, Germany) following the manufacturer’s protocol (06365752001a.fm). After 48 h, Renilla luciferase activity, normalized to Firefly luciferase activity, was measured using the Dual-Luciferase^®^ Reporter Assay System (Promega, Madison, WI, USA) according to the manufacturer’s instructions. A decrease of more than 30% in the Renilla to Firefly luciferase ratio in the psiCHECK2 3’ UTR + mimic-transfected group compared to the control group indicated that miRNA interacted with the target gene 3’ UTR.

### Rumen epithelial cell transfection assays

Rumen epithelial cells were plated into 6-well plates and allowed to reach 60%–70% confluence. Transfections were then performed following the previously described protocol [20]. Briefly, rumen epithelial cells were transfected with 5 μL of miR-736 mimic or mimic NC, 10 μL of miR-736 inhibitor or inhibitor NC, and 5 μL of siRNA or si-NC, respectively, when the cells reached 60%–70% confluence. There were three replicates for each group. After 48 h, cells were harvested for RT-qPCR and flow cytometry analysis.

### Real-time quantitative polymerase chain reaction

The mRNA expression level of key genes involved in nutrient metabolism, cell cycle, and apoptosis in both rumen samples and cultured cells were quantitatively measured by RT-qPCR. The primer sequences for the target genes, which were designed using Primer3 software and synthesized by General Biology Co., Ltd. (Chuzhou, China), were provided in Table S3. RT-qPCR was performed in a 20 μL reaction mixture, consisting of 10 μL SYBR Green I Master Mix, 0.8 μL of each primer, 0.4 μL of ROX Reference Dye II (50×), 2 μL of cDNA template, and 6 μL of enzyme-free deionized water. Fluorescence detection was carried out using the ABI 7500 real-time PCR system (Thermo Fisher Scientific), and gene expression was normalized to β-actin using the 2^−ΔΔCt^ method.

### Apoptosis and cell cycle detected by flow cytometry

The Annexin V-FITC/PI Apoptosis and Cell Cycle Detection Kit (No. C1052) from Beyotime Biotechnology (Shanghai, China) was used to assess cell apoptosis and cell cycle progression. This kit utilizes Annexin V-FITC in combination with propidium iodide (PI) staining to distinguish viable cells, early apoptotic cells, and late apoptotic or necrotic cells. In the experiment, cells were first washed with pre-cooled PBS and digested with EDTA-free trypsin to prevent interference with Annexin V binding to phosphatidylserine (PS). The cells were then resuspended in 1 × Binding Buffer, stained with Annexin V-FITC and PI, and incubated at room temperature for 15–20 min in the dark. Apoptotic cells were analyzed by flow cytometry (Beckman Coulter, USA), and data were processed using FlowJo software. For cell cycle analysis, rumen epithelial cells were fixed with 70% ethanol, washed with PBS, and stained with RNase A and PI solution. DNA content was analyzed by flow cytometry (Beckman Coulter, USA), and the cell cycle phases were determined using ModFit software.

### Statistical analysis

In the period of animal experiment design, power calculation showed that a required sample size of 10 ewes in each group could enable the detection of an effect size of 1.7 SD for fetal rumen indicators with 95% power and a type I error of 5% based on the independent sample *t*-test. The RT-qPCR data were analyzed using a two-tailed *t*-test for comparisons between two groups or one-way ANOVA for comparisons among three groups. Pearson’s correlation test was applied to analyze the relationships among rumen weight, length, width, surface area, nutrient metabolism, energy production, and cell cycle related gene expression in male fetal rumen. GraphPad Prism v.9.0 software was used for graphical representations, and all data are presented as the mean ± SEM. Statistical significance was set at *P* < 0.05.

## Results

### Maternal undernutrition induced ewe’s metabolic disorders and male fetus’ maldevelopment

To investigate the effect of maternal undernutrition on fetal rumen development, an undernourished pregnant sheep model was established using 15-d feed restriction. At the experimental outset, no significant difference in initial body weight was observed between the CON and UN groups (*P* = 0.259) (Table 2). After 15 days of treatment, the body weight of ewes in the UN group was significantly lower than that in the CON group (*P* < 0.001), and the average daily gain was also significantly lower than that in the CON group (*P* < 0.001) (Table 2). Then, maternal undernutrition increased BHBA levels (*P* < 0.001) (Fig. 1A) and reduced glucose levels (*P* < 0.001) in ewe’s serum (Fig. 1B). Compared to the control group, maternal blood glucose level decreased significantly and was lower than the normal level (3 mmol/L) while maternal blood BHBA level elevated significantly and was higher than the normal level (0.8 mmol/L) in the feed restriction group [21, 22], which confirmed the successful establishment of undernutrition sheep model. After 15 days of treatment, compared to the CON group, ewe’s serum NEFAs and TC levels were significantly increased in the UN group (Fig. 1C–D) while ewe’s serum TG levels didn’t alter (Fig. 1E). Interestingly, compared to the CON group, male fetal body weight (*P* = 0.005) and rumen tissue weight (*P* = 0.039) were significantly reduced in the UN group (Fig. 1F–G), while female fetal body weight (*P* = 0.883) and rumen tissue weight (*P* = 0.200) were not significantly affected (Fig. 1H–I). Therefore, maternal undernutrition impaired rumen development in male fetuses but not in female.

**Table 2:** Growth performance and daily feed intake of ewes in the CON and UN groups (*n* = 10)^1^

Item^3^	Groups^2^		*P*-value
	CON	UN	
Initial body weight, kg	55.07 ± 0.84	53.74 ± 0.69	0.240
Final body weight, kg	56.83 ± 0.68^a^	44.65 ± 0.80^b^	< 0.001
Daily weight gain, g/d	117.33 ± 28.03^a^	−606.00 ± 50.78^b^	< 0.001
Daily feed intake, kg/d	1.64 ± 0.01^a^	0.52 ± 0.01^b^	< 0.001

^1^The data were expressed as the mean ± SEM

^2^CON, control group; UN, undernutrition group

^3^Initial body weight, body weight measured on d 0; Final body weight, body weight measured on d 15

^a,b^ Means with different letters are significantly different (*P* < 0.05), whereas those sharing a common letter or with no letter do not differ significantly

**Fig. 1:**
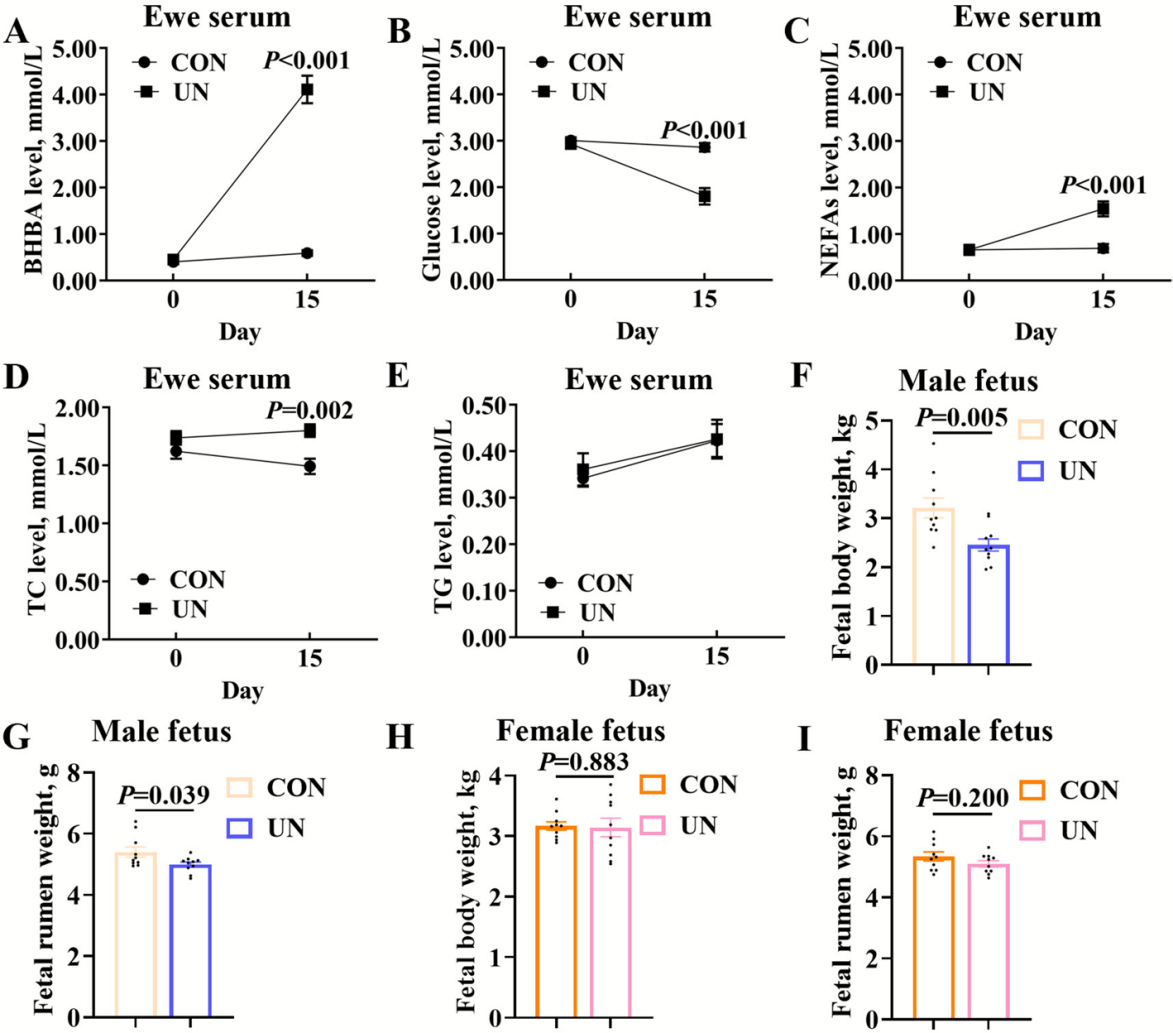
Maternal undernutrition induced ewe’s metabolic disorder and fetus’ maldevelopment. **A** BHBA, **B** glucose, **C** NEFAs, **D** TC, and **E** TG levels in undernourished ewe serum. **F** Male fetal body weight and **G** Male fetal rumen empty weight in undernourished models. **H** Female fetal body weight and **I** Female fetal rumen empty weight in undernourished models. Data were presented as mean ± SEM. Significance was assessed by two-tailed unpaired Student's *t*-test and repeated measures ANOVA

### Maternal nutrition recovery restored ewe’s metabolic disorders but failed to recover male fetus’ maldevelopment

To find out whether maternal nutritional recovery can restore undernutrition-induced ewe’s metabolic disorders and fetal rumen maldevelopment, a nutritional recovery model was established using 15-d feed restriction followed by 15-d ad libitum feeding. At trial initiation, ewe body weights showed no significant difference between the CON and REC groups (*P* = 0.229) (Table 3). At both d 15 and d 30 time points, the body weight and average daily gain of REC group ewes were significantly lower than those in the CON group (*P* < 0.001) (Table 3). From d 15 to d 30, daily weight gain and daily feed intake showed no significant differences between the CON and REC groups (*P* > 0.050) (Table 3). After 30-d treatment, the ewe’s serum BHBA, glucose, NEFAs, TC, and TG levels were no significantly different than that in the CON group (Fig. 2A–E). However, male fetal body weight (*P* = 0.007) and rumen tissue weight (*P* = 0.005) in the REC group were still significantly lighter than the CON group (Fig. 2F–G), while female fetus’ body weight (*P* = 0.969) and rumen tissue weight (*P* = 0.440) in the REC group were no significantly different than that in the CON group (Fig. 2H–I). Consequently, maternal nutritional recovery alleviated the undernutrition-induced ewe’s metabolic disorders, yet failed to ameliorate male fetal rumen maldevelopment, without significant effects on female fetal rumen.

**Table 3:** Growth performance and daily feed intake of ewes in the CON and REC groups (*n* = 12)^1^

Item	Groups^2^		*P*-value
	CON	REC	
d 0 body weight, kg	55.06 ± 0.41	54.22 ± 0.54	0.229
d 15 body weight, kg	56.70 ± 0.50^a^	45.45 ± 0.63^b^	< 0.001
d 30 body weight, kg	58.26 ± 0.63^a^	47.20 ± 0.35^b^	< 0.001
d 0–15 daily weight gain, g/d	109.44 ± 23.73^a^	−584.44 ± 37.95^b^	< 0.001
d 15–30 daily weight gain, g/d	103.89 ± 14.94	116.67 ± 32.24	0.723
d 0–30 daily weight gain, g/d	106.67 ± 18.14^a^	−233.89 ± 11.12^b^	< 0.001
d 0–15 daily feed intake, kg/d	1.63 ± 0.01^a^	0.48 ± 0.01^b^	< 0.001
d 15–30 daily feed intake, kg/d	1.66 ± 0.01	1.61 ± 0.03	0.140
d 0–30 daily feed intake, kg/d	1.65 ± 0.02^a^	0.84 ± 0.02^b^	< 0.001

^1^The data were expressed as the mean ± SEM

^2^CON, control group; REC, nutritional recovery group

^a,b ^Means with different letters are significantly different (*P* < 0.05), whereas those sharing a common letter or with no letter do not differ significantly

**Fig. 2:**
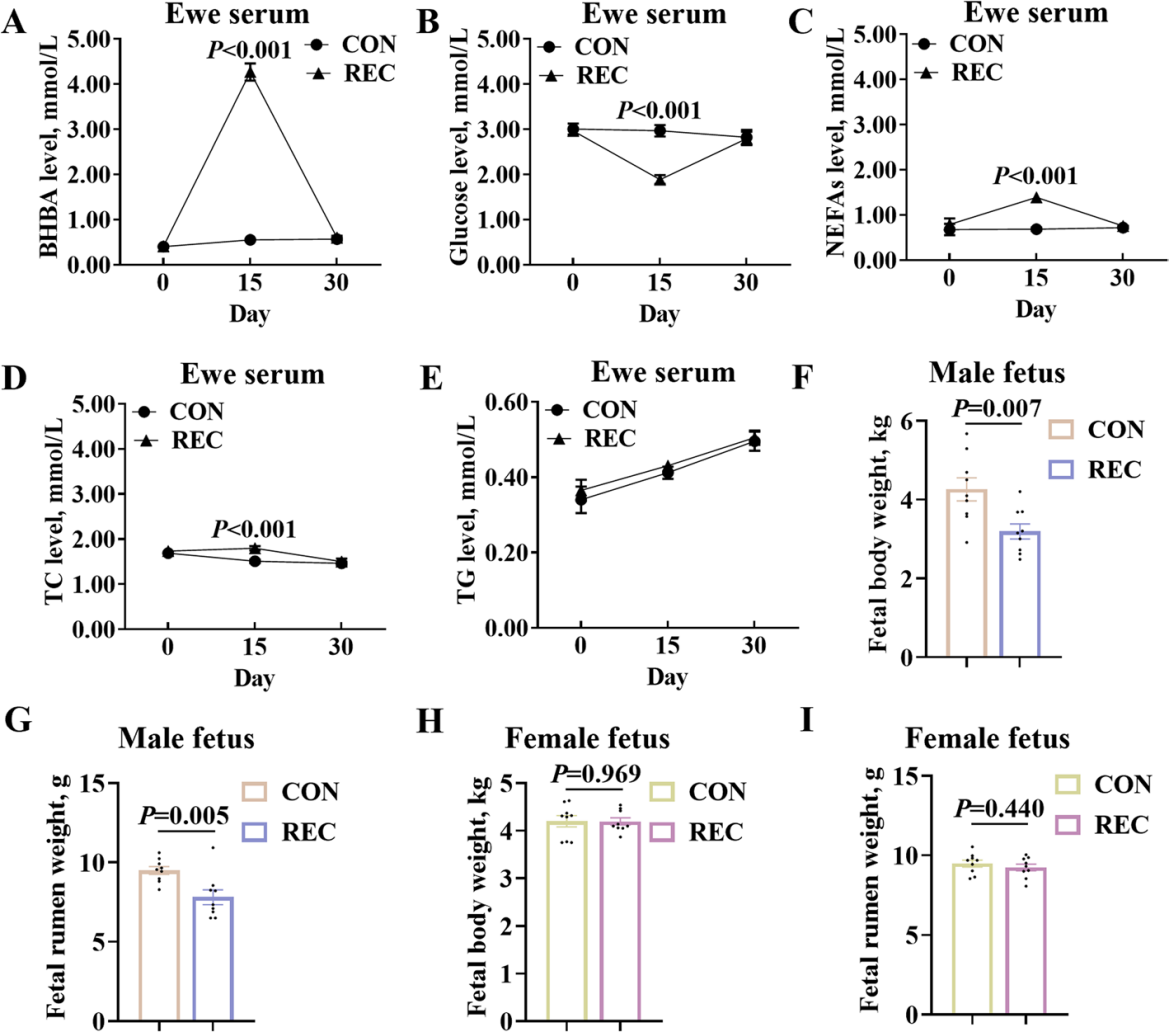
Maternal nutrition recovery restored ewe’s metabolic disorder but failed to recover male fetus’ maldevelopment. **A** BHBA, **B** glucose, **C** NEFAs, **D** TC, and **E** TG levels in nutrition-recovery ewe serum. **F** Male fetal body weight and **G** Male fetal rumen empty weight in nutrition-recovery models. **H** Female fetal body weight and **I** Female fetal rumen empty weight in nutrition-recovery models. Data were presented as mean ± SEM. Significance was assessed by two-tailed unpaired Student’s *t*-test and repeated measures ANOVA

### Maternal undernutrition inhibited male fetal rumen development via impeding cell cycle and nutrient metabolism

Maternal undernutrition caused a significant reduction in the length (*P* < 0.001), width (*P* = 0.019), surface area (*P* < 0.001) (Fig. 3A–C), while a significant increase in the density of male fetal rumen papilla was observed (Fig. 3D). Transcriptome analysis revealed the clear distinctions of the general transcriptional profiles of male fetal rumen between the CON and UN groups, as shown in PCA and PLS-DA plots of total genes (Fig. 3E–F). The volcano plot analysis identified 38 upregulated genes, 111 downregulated genes, and 15,771 non-significant genes (Fig. S1A). Further GSEA identified the enrichment of genes involved in cytokine-cytokine receptor interaction (*P* = 0.153, NES = −1.152) and the cell cycle (*P* = 0.645, NES = −0.921) (Fig. 3G and H). RT-qPCR results also demonstrated the downregulation of cytokine-cytokine receptor-related genes such as *JAK3* (*P* = 0.032) and *STAT3* (*P* = 0.060) and cell cycle-related genes including *BUB1* (*P* = 0.037), *CCNB1* (*P* = 0.022), *CCNE1* (*P* = 0.037), *CDC25C* (*P* = 0.014), *E2F2* (*P* = 0.018), *E2F8* (*P* = 0.011), *MYBL2* (*P* = 0.037), and *TTK* (*P* = 0.018) (Fig. 3I). Additionally, male fetal rumen weight and the length, width, and surface area of rumen papilla were positively correlated with the expression levels of genes related to JAK3/STAT3 signaling pathway and cell cycle (Fig. 3J). KOG classification revealed that lipid, carbohydrate, and amino acid transport and metabolism, as well as energy production and conversion, were notably enriched by DEGs between the CON and UN groups (Fig. 3K). DEGs associated with fatty acid and cholesterol synthesis as well as energy, carbohydrate, and amino acid metabolism were all downregulated (Fig. 3L). RT-qPCR results confirmed the transcriptome findings, showing downregulation of genes related to fatty acid synthesis (*ACACA*, *ACACB*, *ELVOL6*, *FASN*, *SCD*, and *FADS1*), cholesterol synthesis (*HMGCR* and *HMGCS1*), ketogenesis (*HMGCS2*), and carbohydrate metabolism (*ARG1*, *DPP4*, *FGGY*, *GLUD1*, and *PDK4*) (Fig. 3M). Meanwhile, gene expression levels of *JAK3* and *STAT3* were positively correlated with expression levels of genes related to nutrient metabolism including fatty acid and cholesterol synthesis as well as carbohydrate metabolism (Fig. S1B). Thus, maternal undernutrition inhibited nutrient metabolism and cell cycle via JAK3/STAT3 signaling pathway, which suppressed male fetal rumen development (Fig. 3N).

**Fig. 3:**
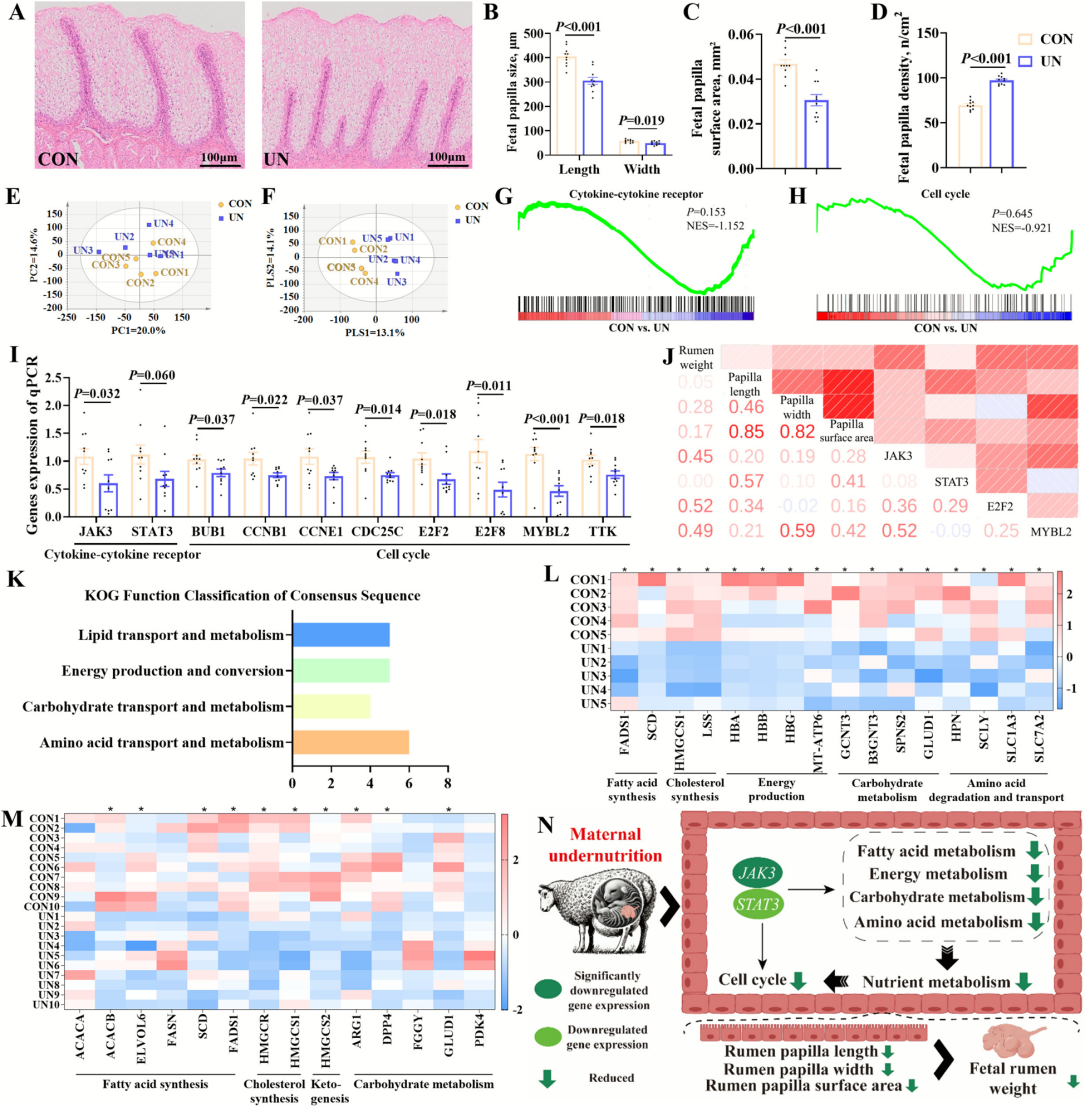
Maternal undernutrition suppressed nutrient metabolism and cell cycle in male fetal rumen to inhibit fetal rumen development. **A** Male fetal rumen hematoxylin–eosin staining sections. **B** Male fetal rumen papilla size. **C** Male fetal rumen papilla surface area. **D** Male fetal rumen papilla number. **E**–**F** PCA and PLS-DA of total gene expression in rumen of the CON and UN groups. PCA score scatter plot (predictive ability parameter (Q2) (cum) = 0.200, goodness-of-fit parameter (R2) (Y) = 0.146). PLS-DA score scatter plot (predictive ability parameter (Q2) (cum) = 0.131, goodness-of-fit parameter (R2) (Y) = 0.141). **G**–**H** GSEA maps of enriched pathways associated with cytokine-cytokine receptor and cell cycle. **I** The expression of genes related to cytokine-cytokine receptor and cell cycle by RT-qPCR. **J** Correlation analysis of rumen phenotypes and gene expression of cytokine-cytokine receptor and cell cycle. **K** KOG functional classification of DEGs in fetal rumen between the CON and UN groups. **L** The expression of DEGs related to nutrient metabolism by RNA-Seq. **M** The expression of genes related to nutrient metabolism by RT-qPCR. **N** Maternal undernutrition inhibited fetal rumen growth and development by reducing nutrient metabolism, cytokines and cytokine receptors, and cell cycle. Rumen weight, papilla size, papilla surface area, papilla density, and RT-qPCR date were analyzed using two-tailed *t*-test (*n* = 10, ^*^P < 0.05)

### Maternal nutritional recovery partially restored undernutrition-disrupted metabolism but failed to alleviate male fetal rumen maldevelopment

Male fetal rumen papillary width (*P* < 0.001) and surface area (*P* = 0.002) in the REC group were significantly lower than the CON group while male fetal rumen papillary length was almost recovered (*P* = 0.207) (Fig. 4A–C). Interestingly, the density of fetal rumen papilla in the REC group was still significantly higher than that in the CON group (Fig. 4D). Transcriptome analysis of the male fetal rumen still revealed clear distinctions between the CON and REC groups, as shown in PCA and PLS-DA plots of total genes (Fig. 4E–F). The volcano plot analysis identified 159 upregulated genes, 82 downregulated genes, and 14,971 non-significant genes (Fig. S1C). Further, GSEA identified significant enrichment of genes involved in cytokine-cytokine receptor interaction (*P* = 0.008, NES = 1.448) and the cell cycle (*P* = 0.002, NES = −1.713) (Fig. 4G–H). RT-qPCR results demonstrated the downregulation of cell cycle-related genes including *CDK2AP2* (*P* = 0.002), *E2F2* (*P* = 0.023), *MYBL2* (*P* = 0.011), *SFN* (*P* = 0.004), *TGM1* (*P* < 0.001), and *TUBA4A* (*P* < 0.001) and the upregulation of cell cycle-related genes including *COL9A1* (*P* = 0.026), *COL14A1* (*P* = 0.005), and *CLDN20* (*P* < 0.001) in male fetal rumen of REC group. Moreover, the expression of *JAK3* (*P* = 0.062) and *STAT3* (*P* = 0.068) also showed downregulated trend (Fig. 4I). Additionally, male fetal rumen weight and the length, width, and surface area of rumen papilla were positively correlated with expression levels of key genes related to JAK3/STAT3 signaling pathway and cell cycle (Fig. 4J). KOG classification revealed that lipid, carbohydrate, and amino acid transport and metabolism and energy production and conversion, were also notably enriched by DEGs between the CON and REC groups (Fig. 4K). DEGs associated with cholesterol synthesis, energy metabolism, carbohydrate metabolism, and fatty acid synthesis were partially upregulated in male fetal rumen of REC group, while DEGs related to amino acid metabolism were still downregulated (Fig. 4L). RT-qPCR analysis revealed that maternal nutritional recovery after nutritional restriction upregulated genes associated with fatty acid synthesis (*DEGS1*,* ACACA*, and *ELVOL6*) and downregulated genes related to cholesterol synthesis (*HMGCR* and *HMGCS1*) in male fetal rumen (Fig. 4M). Meanwhile, gene expression levels of *JAK3* and *STAT3* were negatively correlated with expression level of genes related to fatty acid synthesis and positively correlated with expression level of genes related to cholesterol synthesis (Fig. S1D). Thus, maternal nutritional recovery could partially alleviate the inhibited nutrient metabolism in male fetal rumen caused by maternal undernutrition, while the suppressed cell cycle and the retarded male fetal rumen development still existed (Fig. 4N).

**Fig. 4:**
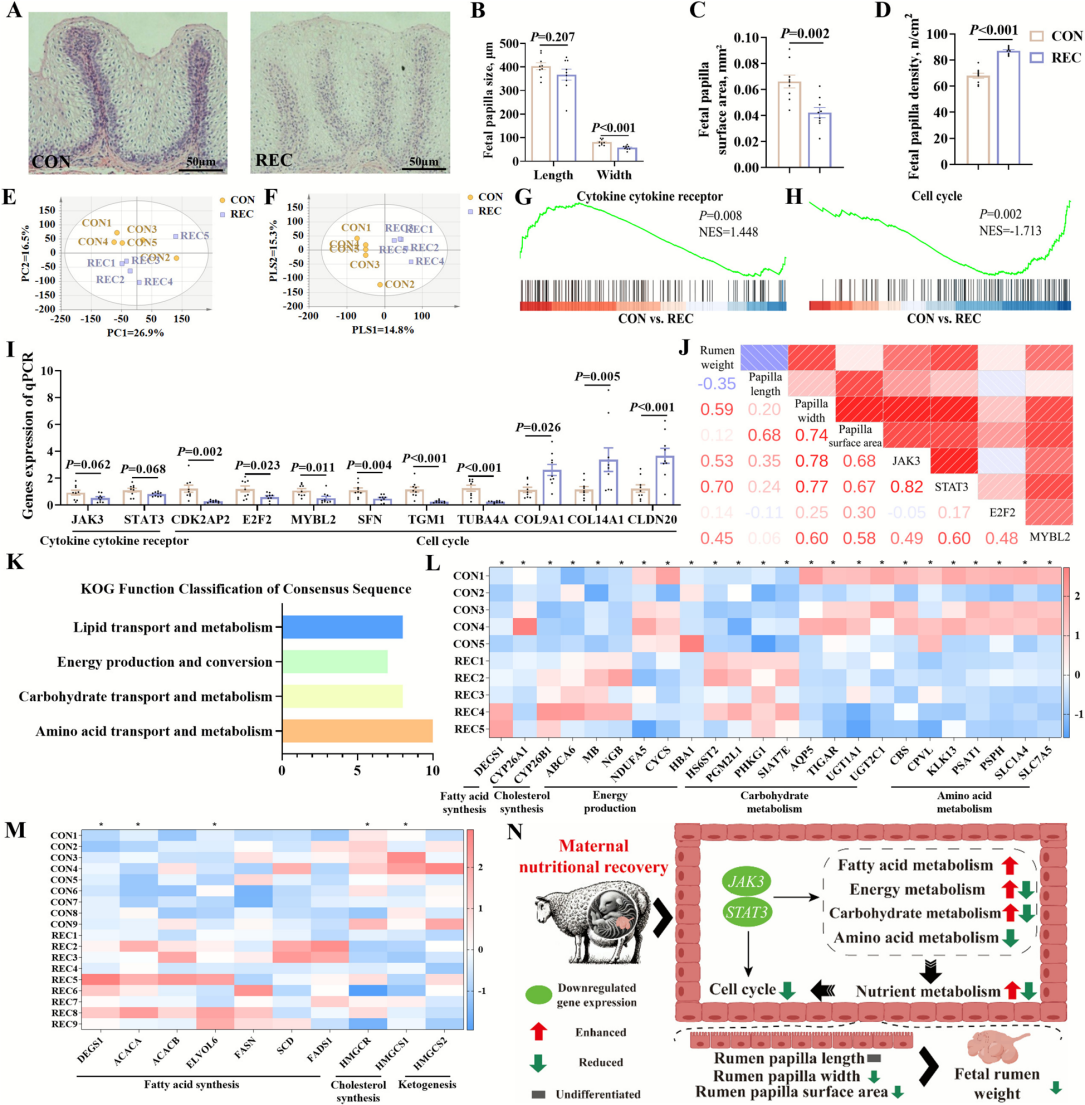
Maternal nutritional recovery partially restored metabolic inhibition but failed to alleviate male fetal rumen development. **A** Male fetal rumen hematoxylin–eosin staining sections. **B** Male fetal rumen papilla size. **C** Male fetal rumen papilla surface area. **D** Male fetal rumen papilla number. **E**–**F** PCA and PLS-DA of total gene expression in rumen of the CON and REC groups. PCA score scatter plot (predictive ability parameter (Q2) (cum) = 0.269, goodness-of-fit parameter (R2) (Y) = 0.165). PLS-DA score scatter plot (predictive ability parameter (Q2) (cum) = 0.148, goodness-of-fit parameter (R2) (Y) = 0.153). **G**–**H** GSEA maps of enriched pathways associated with cytokine-cytokine receptor and cell cycle. **I** The expression of genes related to cytokine-cytokine receptor and cell cycle by RT-qPCR. **J** Correlation analysis of rumen phenotypes and gene expression of cytokine-cytokine receptor and cell cycle. **K** KOG functional classification of DEGs in fetal rumen between the CON and REC groups. **L** The expression of DEGs related to nutrient metabolism by RNA-Seq. **M** The expression of genes related to nutrient metabolism by RT-qPCR. **N** Maternal nutritional recovery partially restored metabolic inhibition to alleviate undernutrition-induced fetal rumen maldevelopment. Rumen weight, papilla size, papilla surface area, papilla density, and RT-qPCR date were analyzed using two-tailed *t*-test (*n* = 9, ^*^P < 0.05)

### Maternal undernutrition altered male fetal rumen miRNA profile and upregulated novel miRNA-736 expression

It was hypothesized that miRNA might play a role in the epigenetic regulation of male fetal rumen plasticity during pregnancy. 

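Small RNA was sequenced from the rumen of 3 fetuses of the CON group and 3 fetuses of the UN group, in 1 library per fetus. The rumen is the largest of the forestomachs of a ruminant and still lacks microbial fermentation before birth, and miRNAs are short RNAs that repress the mRNAs they pair with. The UN ewes received 30% of their baseline feed for 15 d from day 115 of gestation, and the paper collected the tissue at day 130, whereas the sample labels give day 115 for all ewes and call the restricted group TR. The title and design text of the deposited series name jejunum and ileum, while the label of each sample names rumen, and the labels were followed here. The authors size-selected and ligated small RNAs, sequenced them single-end, aligned the cleaned reads to the sheep genome with Bowtie2 and listed a value per miRNA and library. The deposited column is named TPM, but the values sum to 1000000 in each library and are not divided by length, so they are read here as reads per 1000000 reads assigned to the listed miRNAs (RPM). Every value was a whole multiple of the library's smallest value above 0, which gives back the number of reads behind it. The 3 CON libraries held 24598457, 18584326 and 35555822 assigned reads and the 3 UN libraries 18731340, 20480062 and 27059374, so that 1 read equals 0.0281 to 0.0538 RPM. Reads taken before assignment to miRNAs are not in these totals. Groups were compared with limma on log2(RPM + 1), with Benjamini-Hochberg adjustment, over the 567 miRNAs that edgeR's filterByExpr kept from the recovered reads. A fold change on this scale understates the change of miRNAs with few reads.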

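The libraries were dominated by miR-143, a miRNA known from smooth muscle, which took 40.6% ± 10.4 of the assigned reads in the CON group (SD, n = 3) and 43.3% ± 5.43 in the UN group (SD, n = 3). Its share ranged from 29.5% in CON replicate 2 to 50.0% in CON replicate 3, and its log2 fold change of 0.12 (standard error 0.18) did not pass the test (adjusted p = 0.92 from limma). It was followed by miR-148a at 9.48% of reads over the 6 libraries, let-7i at 4.05%, miR-26a at 3.95% and miR-21 at 3.26%. The next was novel_miR_33, which has the sequence of the conserved epithelial miR-203 (conserved sequences here and below are from general knowledge and were not compared with miRBase) and took 3.07% of reads. miR-99a, miR-27a, miR-10a and let-7f completed the 10 most abundant, which together took 69.5% to 77.4% of a library. All 1253 listed miRNAs had at least 1 read in some library, 152 with sheep names and 1101 newly predicted, and the named ones held 87.5% of all reads. At least 1 read in every library was found for 815 of them, and 682 averaged under 10 reads per library. The 1253 entries correspond to 1029 distinct sequences in Table S4, and 342 entries share their sequence with another entry. Of the newly predicted entries, 363 resemble 1 repeated sequence (at least 75% identity to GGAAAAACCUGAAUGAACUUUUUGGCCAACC or its reverse complement). These entries took 0.0524% to 0.0781% of the reads of a library, and 254 of them averaged under 10 reads per library. Some entries of 1 identical sequence list nearly the same reads, as novel_miR_696 and novel_miR_654 with 94603 and 94602 in CON replicate 1. Others differ, as novel_miR_641 and novel_miR_1033 with 69 and 27. A read may therefore be counted more than once in such shares and in the library totals.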

In the analysis of miRNAs expressional profile, 1,253 miRNAs were detected including 152 known miRNAs and 1,101 novel miRNAs (Table S4). To investigate the clustering of samples, PCA of total miRNA read counts in male fetal rumen was performed. PCA plot showed clear distinction between the CON and UN groups, which indicated the changed male fetal rumen miRNA profile upon maternal undernutrition (Fig. S2A). 

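The first principal component of log2 CPM (567 miRNAs, TMM scaling, prior count 1) held 35.6% of the variance and the second 21.2%. On the first, CON replicates 1 and 3 lay with UN replicate 3, at -3.01, -7.26 and -6.73, and CON replicate 2 lay with UN replicates 1 and 2, at 4.47, 7.00 and 5.52. On the second, the CON libraries lay at -4.47, -0.31 and -4.86 and the UN libraries at -1.83, 3.49 and 7.99, so the groups overlapped between CON replicate 2 and UN replicate 1. In the plane of both components a straight line parts the 3 CON from the 3 UN libraries with a gap of 0.23, as it does for 4 of the 10 splits into groups of 3, the real one included, with a widest gap of 8.36 for CON replicates 1 and 3 with UN replicate 3. All muscle miRNAs measured, among them miR-143, miR-133 and the sequences of miR-1, miR-206 and miR-145, had negative loadings on the first component. These ran from -0.02 for the miR-145 sequence to -0.08 for that of miR-1. Muscle was not singled out, since 64 of 78 members of the imprinted DLK1-DIO3 cluster of miRNAs loaded on the opposite side. The component also followed the number of assigned reads (Pearson r = -0.92). The sequence of miR-122, a liver miRNA, had a loading of 0.14, and miR-148a one of 0.05. A single miRNA, novel_miR_235, made up 21.7% of the component, with 3.23, 2.83 and 1.90 RPM in CON replicate 2, UN replicate 1 and UN replicate 2 and at most 0.0813 RPM in each of the others. The difference between the CON and UN means took 20.0% of the total sum of squares. Of the 10 ways to split the 6 libraries into groups of 3, 4 gave at least as much, the real one included, and the highest of the others gave 34.2%. Without the filter 2 gave at least as much (22.1% for the real one, 24.5% for the highest other), and with a prior count of 5 it was 3. An exact test over 10 splits cannot give a share under 0.1. The paper states from its plot that the miRNA profile of the rumen changed upon maternal undernutrition.

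**Figure D1:**
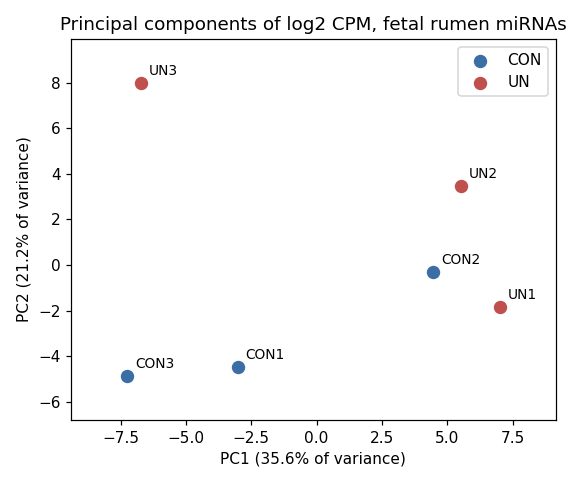
First and second principal component of log2 CPM of 567 miRNAs, in units of log2 CPM, for the 3 CON libraries (blue) and the 3 UN libraries (red), 1 point per library. The first component held 35.6% of the variance and places CON2 beside UN1 and UN2, and the second held 21.2%.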

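The clearest rise in the UN rumen was that of novel_miR_529, which has the sequence of the conserved miR-215 of intestine and liver, from 3.24 ± 1.03 RPM (SD, n = 3) in the CON group to 8.48 ± 1.04 RPM (SD, n = 3) in the UN group, with every UN library above every CON library. Its log2 fold change was 1.19 (standard error 0.26, adjusted p = 0.14 from limma), and it was the only miRNA past an adjusted p of 0.05 with edgeR on the recovered reads (adjusted p = 0.026). In simulated reads with no miRNA changed, edgeR called a median of 0 and up to 2 miRNAs at this threshold. The lowest p among the miRNAs with less in UN belonged to novel_miR_775, at 6.21 ± 1.79 RPM (SD, n = 3) in CON and 2.19 ± 0.57 RPM in UN (log2 fold change -1.16, standard error 0.26, adjusted p = 0.14 from limma). The sequence of miR-204 (novel_miR_76) had a log2 fold change of 0.76 and that of miR-100 (novel_miR_1092) one of 0.59, and neither passed the adjusted test with limma (adjusted p = 0.84 for both). The groups of novel_miR_1092 overlapped, with 744, 921 and 638 RPM in the CON libraries and 924, 1947 and 832 RPM in the UN libraries. novel_miR_76 passed with DESeq2 on all miRNAs (adjusted p = 0.040), where the other alternatives gave 0.31 to 1.00. The sequence of miR-210, a miRNA induced by low oxygen (novel_miR_879), stood at 768 ± 140 RPM (SD, n = 3) in CON and 491 ± 47.6 RPM in UN, a log2 fold change of -0.63 with the same adjusted p. In the epithelial list, the sequence of miR-203 (novel_miR_33) had a log2 fold change of -0.53 and miR-200b one of -0.50 (its longer and more abundant entry, novel_miR_962, -0.34), 5 of the 6 members lay below 0 (3 of 6 with TMM-scaled RPM), and none passed the adjusted test over all miRNAs or adjusted over the list alone. The miR-17 family, whose members drive proliferation, had a median of -0.31 (-0.15 with TMM-scaled RPM), with 5 of 6 members below 0 (4 of 6 with TMM-scaled RPM) and none past the adjusted test (adjusted p = 0.14 for the family in fry). The muscle list had a median of -0.15 (0.01 with TMM-scaled RPM) and the miR-15/16 family one of -0.21 (-0.04), with no member past the adjusted test in either. The sequence of miR-122, the main liver miRNA (novel_miR_519), stood at 6.63, 148 and 12.8 RPM in the CON libraries and 71.5, 25.5 and 34.2 RPM in the UN libraries. The median log2 fold change over all 567 miRNAs was -0.12 and is not subtracted from the values above. TMM scaling moved it to 0.01.
At an adjusted p under 0.05 limma called 0 miRNAs up and 0 down, edgeR called 1 up and 0 down, and DESeq2, on all miRNAs, called 2 up (novel_miR_529 and novel_miR_76) and 0 down. At an unadjusted p under 0.05 limma called 29 miRNAs, and 2 of them were up by more than 1.5-fold and 8 down to less than 0.67-fold. None of the 19 lists and families with a measured member passed an adjusted p of 0.05 in fry. With camera at a preset correlation of 0.01, the intestinal list ranked above the other miRNAs (adjusted p = 0.036) and the second repeated sequence family below them (adjusted p = 0.018). With an estimated correlation both had an adjusted p = 0.81 in camera. Of the 3 measured members of the intestinal list only novel_miR_529 lay above 0 in limma, and the list had a median of -0.07. Of the 62 miRNAs printed in Fig. 5A-B, 36 averaged under 10 reads per library, as did 682 of all 1253 listed. The filter on low reads kept 24 of the 62, and 567 of all 1253. All 24 had the direction of the figure, and 18 had an unadjusted p under 0.05, which is no independent evidence because the figure was made from these libraries. In Fig. 5A, 6 of the miRNAs have 1 identical sequence, AAAAACUCAAAUGAACUUUUUG. Leaving out 1 library at a time gave 1 to 16 miRNAs up and 8 to 27 down at the fold thresholds, with 16 up and 14 down without CON replicate 2.

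**Figure D2:**
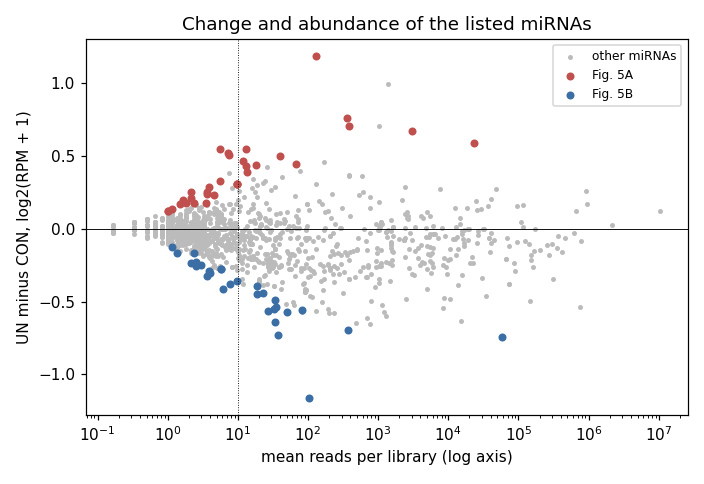
Difference of the group means of log2(RPM + 1), UN minus CON, against the mean number of reads per library on a log axis, for 1253 miRNAs (1 point each), with those of Fig. 5A in red and those of Fig. 5B in blue. Of the 62 miRNAs of the figure, 36 lie left of the dotted line at 10 reads per library, as do 682 of all 1253.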

Compared to the CON group, 34 DEMs were upregulated (Fig. 5A), while 29 DEMs were downregulated in male fetal rumen of UN group (Fig. 5B). RT-qPCR results confirmed the findings from miRNA sequencing (Fig. 5C). Excitingly, the significant upregulation of miR-736 (*P* = 0.039) was also found in male fetal rumen of ewes from the REC group compared to the gestational-age-matched controls (Fig. 5D). Novel miR-736 was previously not found in the development of ruminant animals and had unique sequence (The sequence included 5'-UGGGCCUGUGGUACCCCCCCCAUC-3'). 

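This sequence stands for 1 entry of Table S4, and no other listed miRNA has the same sequence. The recovered reads were 0, 0 and 0 in the 3 CON libraries and 1, 2 and 4 in the 3 UN libraries. The UN values of novel_miR_736 correspond to 0.0534, 0.0977 and 0.148 RPM. Over the group, 7 of 66270776 UN reads give 0.106 RPM, with an exact 95% Poisson interval of 0.0425 to 0.218 RPM. The 0 of 78738605 CON reads allow up to 0.0381 RPM, taking 3 reads as the limit over the group. The exact 95% Poisson interval, as used for UN, reaches 3.69 reads for CON, so the UN and CON ranges given here are not like for like. These limits cover counting error only. The reads were pooled over each group, which leaves out the spread between fetuses, and PCR copies of 1 molecule were not told apart. The place of the sequence in the sheep genome was not analysed here.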

To further explore the functions of these putative miRNA gene targets, KEGG enrichment analysis was conducted in which necroptosis and cytokine-cytokine receptor interaction were significantly enriched (Fig. 5E). Interestingly, *E2F2* and *MYBL2* were the intersection of DEGs dataset in male fetal rumen induced by maternal undernutrition, DEGs dataset in male fetal rumen induced by maternal nutritional recovery, and DEMs target genes dataset (Fig. S2B). Notably, miR-736 was found to target *E2F2* and *MYBL2* (Fig. 5F). STRING analysis indicated that *E2F2* and *MYBL2*, the potential target genes of miR-736, were closely associated with cell cycle-related genes, including *CCNA2*, *CCNE1*, *CCNE2*, and *CCNA2* (Fig. 5G–H). GO enrichment analysis further revealed that proteins interacting with *E2F2* and *MYBL2* were significantly enriched in cell cycle-related processes (Fig. S2C–D). Thus, maternal undernutrition might inhibit male fetal rumen development by upregulating miR-736, which then downregulated the expression of its target genes, *E2F2* and *MYBL2*, ultimately leading to the suppression of cell cycle-related gene expression.

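In the sequenced fetuses the observed UN level of novel_miR_736 was 2.77-fold the limit of 3 reads over the CON group, with each UN library above each CON library. The exact 95% interval of the ratio of UN to CON, given the 7 reads and the depths, starts at 1.71 and covers counting error only. It pools the fetuses of a group and so leaves out the spread between them. The miRNA is also one of Fig. 5A, which was made from these libraries, so the interval is no independent evidence. The exact two-sided permutation test gave p = 0.1, the smallest p that 3 fetuses against 3 allow. The filter on low reads removed this miRNA, and without a filter limma gave an unadjusted p of 0.017 and an adjusted p of 0.83 over 1253 miRNAs. On the recovered reads the unadjusted p was 0.015 with edgeR and 0.066 with DESeq2. The mRNA data and the RT-qPCR values of the REC group are not analysed here. The paper reasons from a higher miR-736 in the undernutrition and recovery models, from its predicted pairing with *E2F2* and *MYBL2*, which are differentially expressed in both models, and from the cell cycle genes linked to these targets. It proposes that miR-736 lowers both targets and, through them, the expression of cell cycle genes. The paper also measured miR-736 in the UN model by RT-qPCR (Fig. 5C). Its next section tests the pairing with reporter assays and with miR-736 mimics and inhibitors in cultured cells. None of these experiments were analysed here.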

**Fig. 5:**
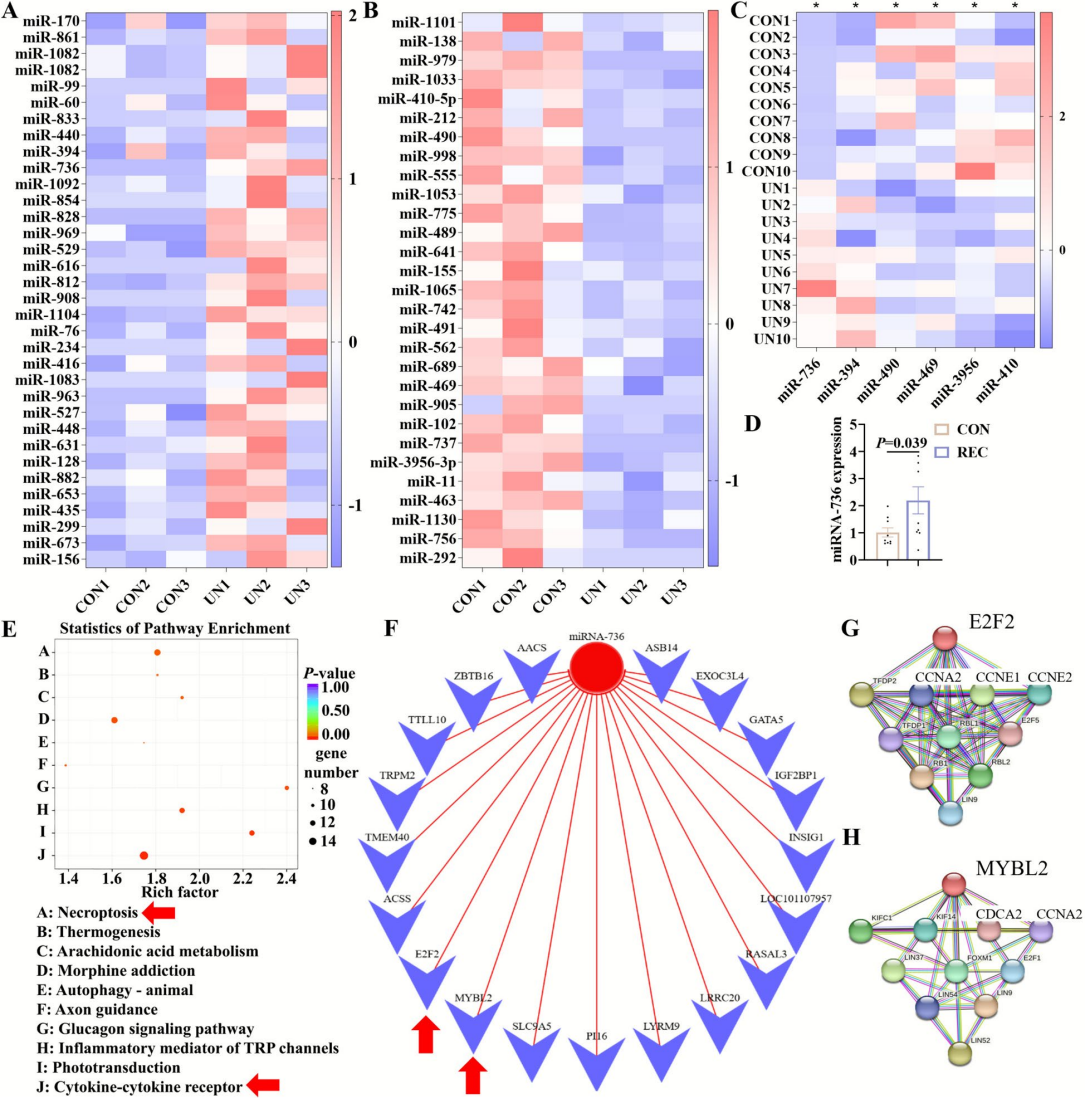
Differentially expressed miRNA analysis in male fetal rumen induced by maternal undernutrition. **A**–**B** DEMs in male fetal rumen of maternal undernutrition model (*n* = 3). **C** DEMs verification by RT-qPCR. **D** Novel miRNA-736 expression level in male fetal rumen of maternal nutrition-recovery model via RT-qPCR. **E** KEGG analysis of DEMs between the CON and UN groups. **F** Network map of novel miRNA-736 target genes. **G**–**H** Protein–protein interaction networks of E2F2 and MYBL2 constructed using STRING database. RT-qPCR data were analyzed using two-tailed *t*-test (*n* = 10, ^*^P < 0.05)

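Of the 6 miRNAs of panel C, novel_miR_469 had the most reads among those with less in UN, with 18.3 ± 0.88 RPM in the CON group (SD, n = 3) and 11.1 ± 2.69 RPM in the UN group (SD, n = 3). Its log2 fold change was -0.70 (standard error 0.26, adjusted p = 0.84 from limma), and every UN library lay below every CON library. novel_miR_394 stood at 113 ± 79.4 RPM in CON and 163 ± 60.2 RPM in UN (SD, n = 3 each), and its groups overlapped, since CON replicate 2 had 204 RPM and UN replicate 3 had 103 RPM. Its log2 fold change was 0.67 (standard error 0.40, adjusted p = 0.85 from limma). The filter removed the other 4. novel_miR_490 had 13 reads over the CON libraries and 0 over the UN libraries. Its observed CON level was 3.65-fold the UN limit of 3 reads over the group. The exact 95% interval of its ratio of CON to UN starts at 2.57, covers counting error only and leaves out the spread between fetuses. oar-miR-3956-3p had 33 reads in CON and 4 in UN, and oar-miR-410-5p had 45 and 14. Without the filter, 5 of the 6 had an unadjusted p under 0.05 in limma, 0 passed when adjusted over all miRNAs, and 5 passed when adjusted over the list alone, which is no independent evidence because the list was chosen on these libraries. With the filter 1 of the 2 kept, novel_miR_469, had an unadjusted p under 0.05. This was 0 without CON replicate 1 (log2 fold change -0.69) or UN replicate 2 (-0.50), 3 miRNAs of the panel without CON replicate 2, where novel_miR_394 had 1.21, and 1 without any of the other libraries.

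**Figure D3:**
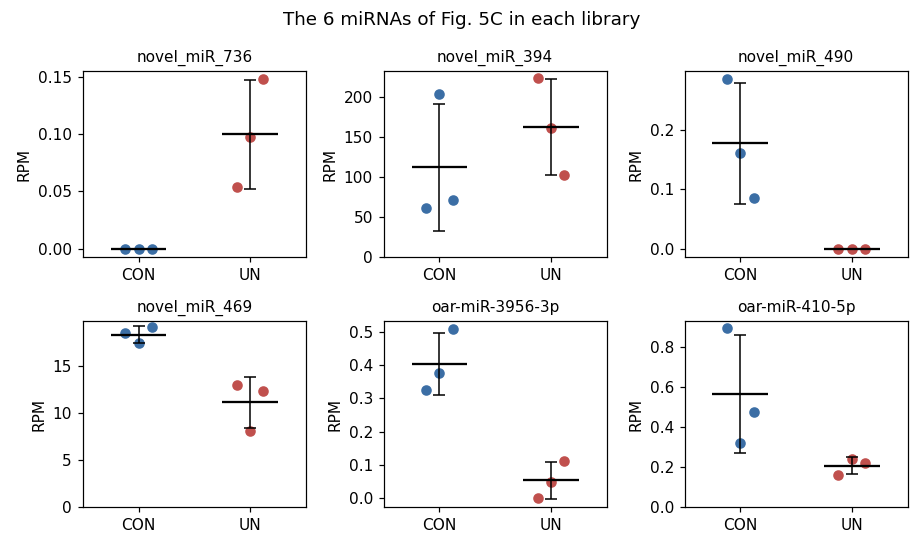
RPM of the 6 miRNAs of Fig. 5C in the 3 CON libraries (blue) and the 3 UN libraries (red), 1 point per library, with the mean and SD in black and a separate axis from 0 for each miRNA. novel_miR_736 is at 0 in all CON libraries and novel_miR_490 at 0 in all UN libraries.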

### Novel miRNA-736 targeted *E2F2* and *MYBL2* and regulated rumen epithelial cell development via cell cycle and apoptosis

The binding sites of novel miRNA-736 to the 3' UTR regions of *E2F2* and *MYBL2* were predicted using miRanda software (Fig. 6A). To further validate *E2F2* and *MYBL2* were target genes of miR-736, the 3' UTRs of *E2F2* and *MYBL2* were cloned into the psiCHECK2 vector, respectively. The inserted fragment lengths of these two recombinant vectors were verified using *XhoI*-*ApaI* double enzyme digestion and gel electrophoresis and the inserted fragments sequences were confirmed by DNA sequencing (Fig. S3A–B). The psiCHECK2 + 3' UTR constructs and miR-736 mimics (or negative control mimic NC) were co-transfected into HEK-293 cells, and luciferase activity was measured using a dual luciferase reporter assay. The results showed that the luciferase activity in the co-transfected psiCHECK2 + 3' UTR (*E2F2* or *MYBL2*) and miR-736 mimic group was significantly downregulated compared to the negative control groups, confirming that novel miRNA-736 targeted both *E2F2* and *MYBL2* (Fig. 6B–C). To explore the regulatory function of miR-736 in rumen epithelial cells, overexpression and silencing experiments were performed using miR-736 mimics and inhibitors, respectively. RT-qPCR results demonstrated that miR-736 mimics significantly increased the expression of mature miR-736 in rumen epithelial cells (*P* = 0.002) (Fig. 6D), while miR-736 inhibitors significantly decreased its expression level (*P* = 0.018) (Fig. 6E). Overexpression of miR-736 resulted in a significant downregulation of *E2F2* (*P* = 0.027) and *MYBL2* (*P* = 0.017) gene expression in rumen epithelial cells, while inhibition of miR-736 caused a significant upregulation of *E2F2* (*P* = 0.008) and *MYBL2* (*P* < 0.001) gene expression (Fig. 6F–G). Additionally, overexpression of miR-736 significantly reduced the expression of cell cycle-related genes (*CCNA2*, *CCNE1*, *CCNE2*, and *CDC20*) and the anti-apoptosis-related gene (*BCL2*), while upregulating apoptosis-related genes (*BAX* and *CASP3*) in rumen epithelial cells (Fig. 6H). Conversely, inhibition of miR-736 produced the opposite effects on the expression of genes associated with cell cycle and apoptosis (Fig. 6I). Flow cytometry analysis revealed that overexpression of miR-736 significantly increased the apoptosis level of rumen epithelial cells (*P* < 0.001) compared to the mimic NC group, while inhibition of miR-736 significantly decreased the apoptosis level (*P* < 0.001) (Fig. 6J–K). Thus, novel miRNA-736 targeted *E2F2* and *MYBL2* and acted as a negative regulator of male fetal rumen development by inhibiting cell cycle progression and promoting apoptosis.

**Fig. 6:**
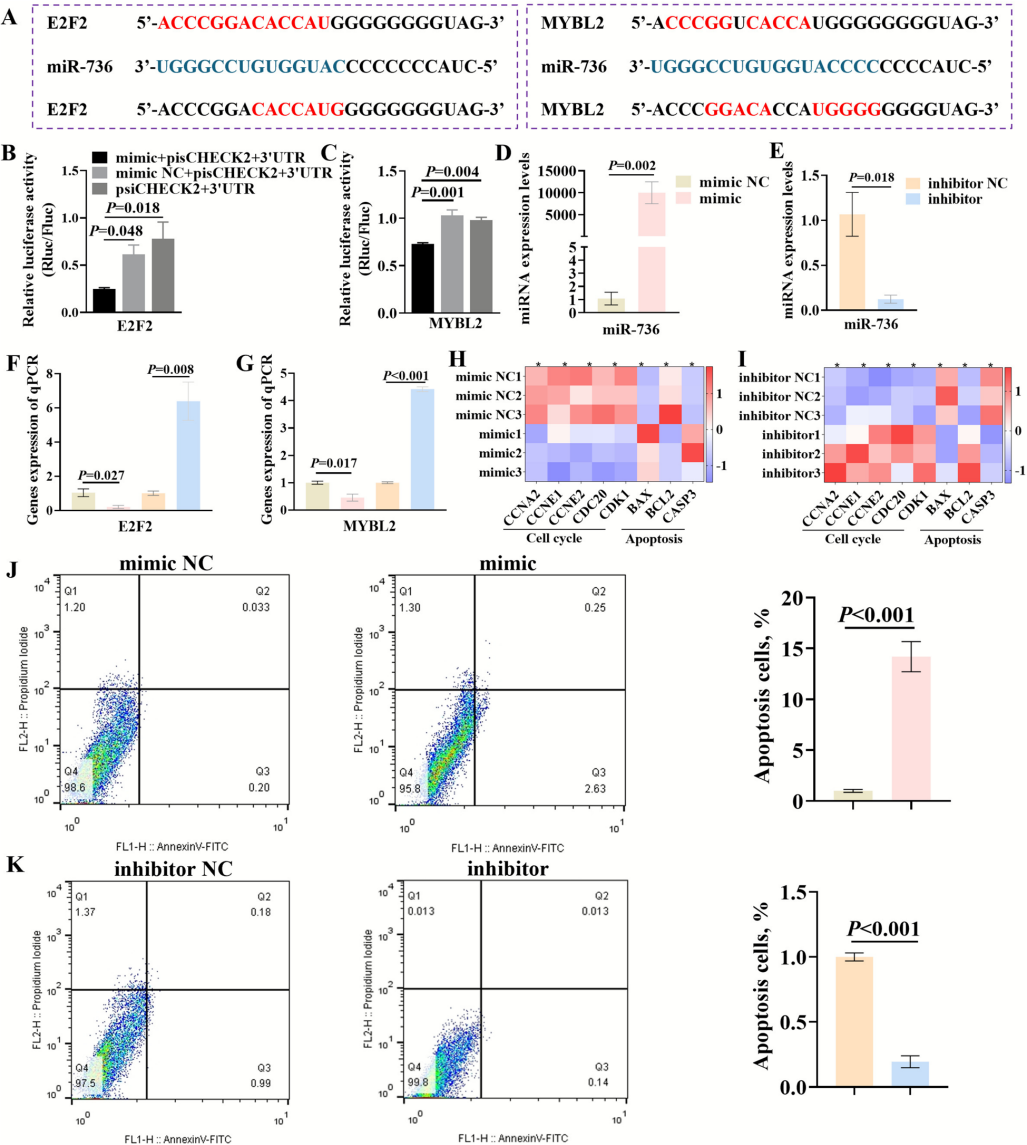
Novel miRNA-736 regulated rumen epithelial cell cycle and apoptosis by targeting *E2F2* and *MYBL2*. **A** Novel miRNA-736 target sites prediction for *E2F2* and *MYBL2*. **B**–**C** Verification of the presence of novel miRNA-736 binding site in the *E2F2* and *MYBL2* 3' UTR by a dual-luciferase reporter assay in 293 T cells. **D**–**E** Transfection efficiency of novel miRNA-736 mimic and inhibitor in Hu-sheep rumen epithelial cells via RT-qPCR. **F**–**G** The mRNA expression levels of *E2F2* and *MYBL2* transfected with novel miRNA-736 mimic and inhibitor. **H**–**I** The expression of genes related to cell cycle and apoptosis transfected with novel miRNA-736 mimic and inhibitor. **J**–**K** Effects of novel miRNA-736 mimic and inhibitor transfection on rumen epithelial cell apoptosis. mimic NC or inhibitor NC, negative control; mimic, overexpression of novel miRNA-736; inhibitor, inhibition of novel miRNA-736. pisCHECK2 + 3' UTR = dual-luciferase reporter recombinant vectors *E2F2* or *MYBL2* -wt-3' UTR. Rluc/Fluc = Renilla luciferase/firefly luciferase. The data were analyzed using two-tailed *t*-test for comparisons between two groups (*n* = 3) or one-way ANOVA for comparisons among three groups (*n* = 3), ^*^P < 0.05

### Silencing of *E2F2* and *MYBL2* inhibited cell cycle and promoted apoptosis of rumen epithelial cells

To further confirm that miR-736 regulated the development of rumen epithelial cells by targeting the inhibition of *E2F2* and *MYBL2*, *E2F2* and *MYBL2* were silenced in rumen epithelial cells to examine their effects on the cell cycle and apoptosis. The results showed that the transfection of siRNA2 resulted in an 80.85% reduction in *E2F2* gene expression in rumen epithelial cells (Fig. 7A), so siRNA2 was used for the following assays. Silencing of *E2F2* significantly reduced the mRNA expression of cell cycle-related genes (*CCNA2*, *CCNE1*, *CCNE2*, and *CDC20*) and the anti-apoptosis-related gene *BCL2*, while upregulated the apoptosis-related gene *BAX* in rumen epithelial cells (Fig. 7B). Further analysis revealed that silencing *E2F2* expression significantly reduced the cell viability of rumen epithelial cells (Fig. 7C). Flow cytometry analysis showed that silencing *E2F2* significantly increased the apoptosis level (*P* < 0.001) of rumen epithelial cells (Fig. 7D–E), which was consistent with the results observed following miR-736 overexpression. Silencing *E2F2* significantly inhibited cell proliferation in rumen epithelial cells and negatively regulated the entry into the S-phase of the cell cycle (Fig. 7F–G). Additionally, silencing *MYBL2* by transfecting siRNA4 resulted in a 53.97% reduction in *MYBL2* gene expression in rumen epithelial cells (Fig. 7H). Silencing *MYBL2* also significantly inhibited the mRNA expression of cell cycle-related genes (*CCNA2*, *CCNE1*, *CCNE2*, and *CDC20*) and the anti-apoptosis-related gene *BCL2*, while upregulated the apoptosis-related gene *BAX* in rumen epithelial cells (Fig. 7I). Moreover, silencing *MYBL2* significantly reduced the cell viability of rumen epithelial cells (Fig. 7J). Flow cytometry analysis showed that silencing *MYBL2* also significantly increased the apoptosis level (*P* < 0.001) (Fig. 7K–L) and negatively regulated entry into the S-phase of the cell cycle (Fig. 7M–N). Thus, maternal undernutrition induced the overexpression of novel miRNA-736 in male fetal rumen, which targeted *E2F2* and *MYBL2*, leading to enhanced apoptosis and the negative regulation of S-phase entry in rumen epithelial cells, ultimately inhibiting male fetal rumen development.

**Fig. 7:**
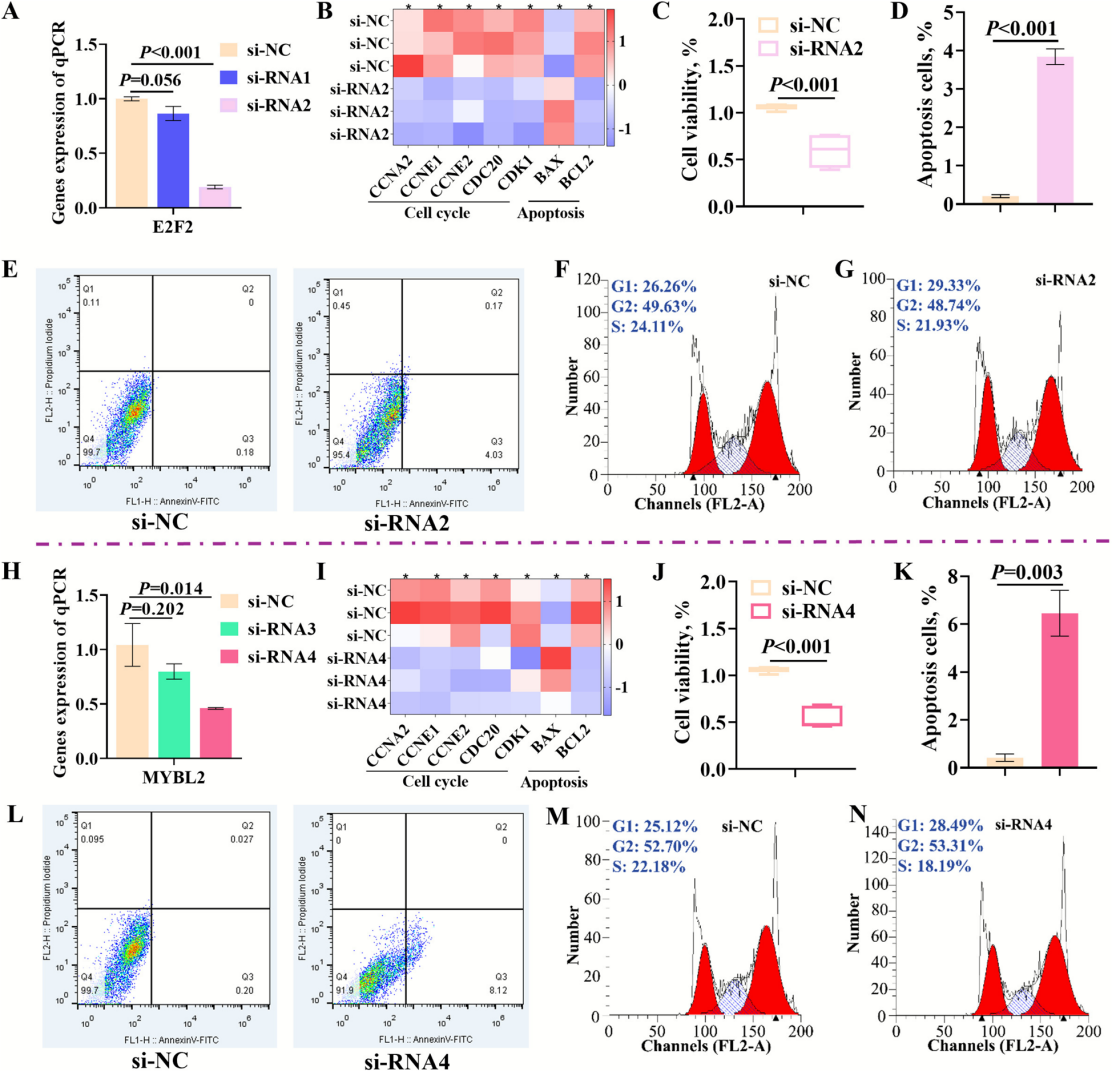
*E2F2* and *MYBL2* regulated rumen epithelial cell cycle and apoptosis. **A** *E2F2* silencing efficiency assay. **B** The expression of genes related to cell cycle and apoptosis transfected with siRNA-*E2F2*. **C** Detection of rumen epithelial cell viability transfected with siRNA-*E2F2*. **D**–**E** Detection of rumen epithelial cell apoptosis rate transfected with siRNA-*E2F2*. **F**–**G** Cell cycle detection of rumen epithelial cells transfected with siRNA-*E2F2*. **H** MYBL2 silencing efficiency assay. **I** The expression of genes related to cell cycle and apoptosis transfected with siRNA-*MYBL2*. **J** Detection of rumen epithelial cell viability transfected with siRNA-*MYBL2*. **K**–**L** Detection of rumen epithelial cell apoptosis rate transfected with siRNA-*MYBL2*. **M**–**N** Cell cycle detection of rumen epithelial cells transfected with siRNA-*MYBL2.* The data were analyzed using two-tailed *t*-test for comparisons between two groups (*n* = 3) or one-way ANOVA for comparisons among three groups (*n* = 3), ^*^P < 0.05

## Discussion

Rumen development during early life critically determines lifelong nutrient utilization in ruminants [23]. Maternal nutritional status, especially for multiple-fetus characteristics induced undernutrition in Hu-sheep during late gestation, profoundly influences fetal development [24, 25]. However, the effect of maternal undernutrition on the metabolic homeostasis and development of fetal rumen is poorly understood. Dissecting the phenotypes and molecular regulatory mechanisms of maternal undernutrition-affected fetal rumen will enrich the mother-child nutrition theory and contribute to finding novel strategies to promote fetal development in utero and improve productivity after birth.

Previous studies showed that fetal small intestinal and total gastrointestinal tract mass [26] and liver mass [27] were decreased by mid-gestation feed restriction in ewes. In the current study, maternal undernutrition significantly reduced male fetal rumen weight which was consistent with a previous report about the effects of maternal nutritional restriction on fetal rumen development in cows during pregnancy [28]. Furthermore, maternal undernutrition reduced the length, width, and surface area of ruminal papilla in male fetal rumen. Interestingly, nutritional recovery partially restored male fetal rumen development reduced by previous maternal undernutrition; however, male fetal rumen weight and the width and surface area of rumen papilla were still lower than the normal levels. In addition, the number of rumen papillae in male fetuses of undernourished ewes was higher than that in the fetuses of nutritional recovery ewes, indicating that a higher density of fetal rumen papilla was likely a strategy to confront the lack of nutrient supply.

Ewe undernutrition during late gestation affected lipid, carbohydrate, amino acid, and energy metabolism in the rumen [12], jejunum and ileum [22], cecum [29], pituitary [30], fat [31], and liver [2]. In this study, maternal undernutrition extremely reduced nutrient metabolism including fatty acid synthesis, cholesterol synthesis, carbohydrate metabolism, amino acid metabolism, and energy production in male fetal rumen. It was worthy to note that lipid metabolism and transport were closely linked to cell survival and growth, since the inhibition of lipid metabolism induced a suppression of cell proliferation [32, 33]. In addition, carbohydrate, amino acid, and energy metabolism played important roles in rumen development [34, 35]. Systemic inhibition of JAK/STAT signaling pathway induced multi-organ metabolic dysregulation [36]. Hepatic *STAT5* deficiency exacerbated hyperglycemia and dyslipidemia [37] and liver-specific *STAT6* deletion directly mediated hepatic steatosis and insulin resistance [38]. Adipose *STAT3*/*STAT5* ablation promoted obesity and suppresses lipolytic capacity [39, 40]. Skeletal muscle *STAT5* depletion reduced lean mass and impaired glucose tolerance [41]. In this study, *JAK3* and *STAT3* expression levels were significantly correlated with the expression level of genes related to nutrient metabolism and energy production. Therefore, maternal undernutrition suppressed nutrient metabolism and energy production via JAK3/STAT3 signaling pathway and further inhibited male fetal rumen development, while maternal nutritional recovery only partially restored metabolic homeostasis to alleviate undernutrition-induced male fetal rumen maldevelopment.

Metabolic disorders and energy production barriers could affect cell cycle and proliferation. Notably, *CCNB1* played a crucial role in cell division and had been shown to accelerate the cell cycle and then promote rumen growth in goats [42]. The enhancement of rumen cell proliferation was associated with the increased expression of *CCNB1* and *CCNE1*, which contributed to the development of rumen epithelium [42]. In addition, BUB1 played an active role in promoting the proliferation of Human endometrial epithelial cells and endometrial cancer Ishikawa cells [43]. Interestingly, E2F family proteins were transcriptional activators of the genes encoding cell cycle-regulatory proteins including CCNA, CCNE, CDK2, and CDC25 [44]. In this study, it was found maternal undernutrition downregulated these genes related to cell cycle and cell proliferation in male fetal rumen and inhibited male fetal rumen development.

As a critical post-transcriptional regulatory mechanism, miRNAs play a much larger role in gene expression regulation than previously understood [45, 46]. Although miRNAs had been widely identified in various ruminant tissues, their roles in regulating gastrointestinal development and function remain underexplored [47]. In calves, miR-143 was the most highly expressed miRNA in rumen, and its expression pattern changed over the first 6 weeks after birth [48]. The targeted genes of miR-143 were associated with immune response and developmental processes [48]. In this study, we identified a total of 1,253 miRNAs in male fetal rumen, including 1,101 newly predicted miRNAs and 152 known miRNAs. Moreover, we found the newly identified miR-736 targeted *E2F2* and *MYBL2*. In mouse lung cancer cells, miR-637 targeted *E2F2* and reduced cell proliferation [49]. However, to date, no *E2F2*-targeting miRNAs had been reported in the rumen. In addition, *MYBL2* expression was downregulated during the maturation of colon epithelial cells, in part through miR-365 [50]. In this study, it was confirmed for the first time that the newly identified novel miRNA-736 inhibited *E2F2* and *MYBL2*, thereby promoted apoptosis and negatively regulated entry into the S-phase of the cell cycle for rumen epithelial cells. Therefore, maternal undernutrition induced the overexpression of novel miRNA-736 in male fetal rumen, which targeted *E2F2* and *MYBL2*, promoted rumen epithelial cell apoptosis, and inhibited cell cycle and cell proliferation.

The oncogenic effects of E2F family genes (*E2F1* and *E2F7*) in gastric cancer were at least partially mediated through transcriptional activation of *MYBL2* [51]. *E2F1*, *E2F2*, and *E2F3* were transcriptional activators while *E2F7* and *E2F8* acted as atypical transcriptional suppressors [52]. *E2F2* was closely involved in several critical cellular processes including cell cycle, apoptosis, differentiation, and stress response [53]. Silencing *E2F2* had been shown to impair cell growth, invasion, and migration in gastric cancer cells [54]. In this study, silencing *E2F2* significantly inhibited the proliferation of rumen epithelial cells and promoted apoptosis. In addition, knockdown of *MYBL2* significantly inhibited the proliferation and migration of ovarian cancer cells [55]. In our study, silencing *MYBL2* also significantly inhibited cell proliferation and promoted apoptosis of rumen epithelial cells. Therefore, maternal undernutrition downregulated *E2F2* and *MYBL2* in male fetal rumen, which further suppressed cell cycle and cell proliferation, promoted cell apoptosis, and inhibited male fetal rumen development.

## Conclusions

In conclusion, maternal undernutrition suppressed nutrient metabolism and energy production via JAK3/STAT3 signaling pathway and further inhibited male fetal rumen development, while maternal nutritional recovery partially restored metabolic homeostasis and energy production to alleviate undernutrition-induced male fetal rumen maldevelopment (Fig. 8). Interestingly, maternal undernutrition induced the overexpression of novel miRNA-736 in male fetal rumen, which inhibited the expression of its target genes *E2F2* and *MYBL2*, thereby disrupted cell cycle, promoted apoptosis, and ultimately inhibited male fetal rumen development (Fig. 8). However, this study had certain limitations. It was still unknown why maternal undernutrition and nutritional recovery didn’t affect the rumen development of female fetuses. Therefore, these findings provided valuable insights into the molecular mechanisms underlying the impact of maternal nutrition on fetal growth and development and contributed to developing potential nutritional strategies to improve fetal health outcomes.

**Fig. 8:**
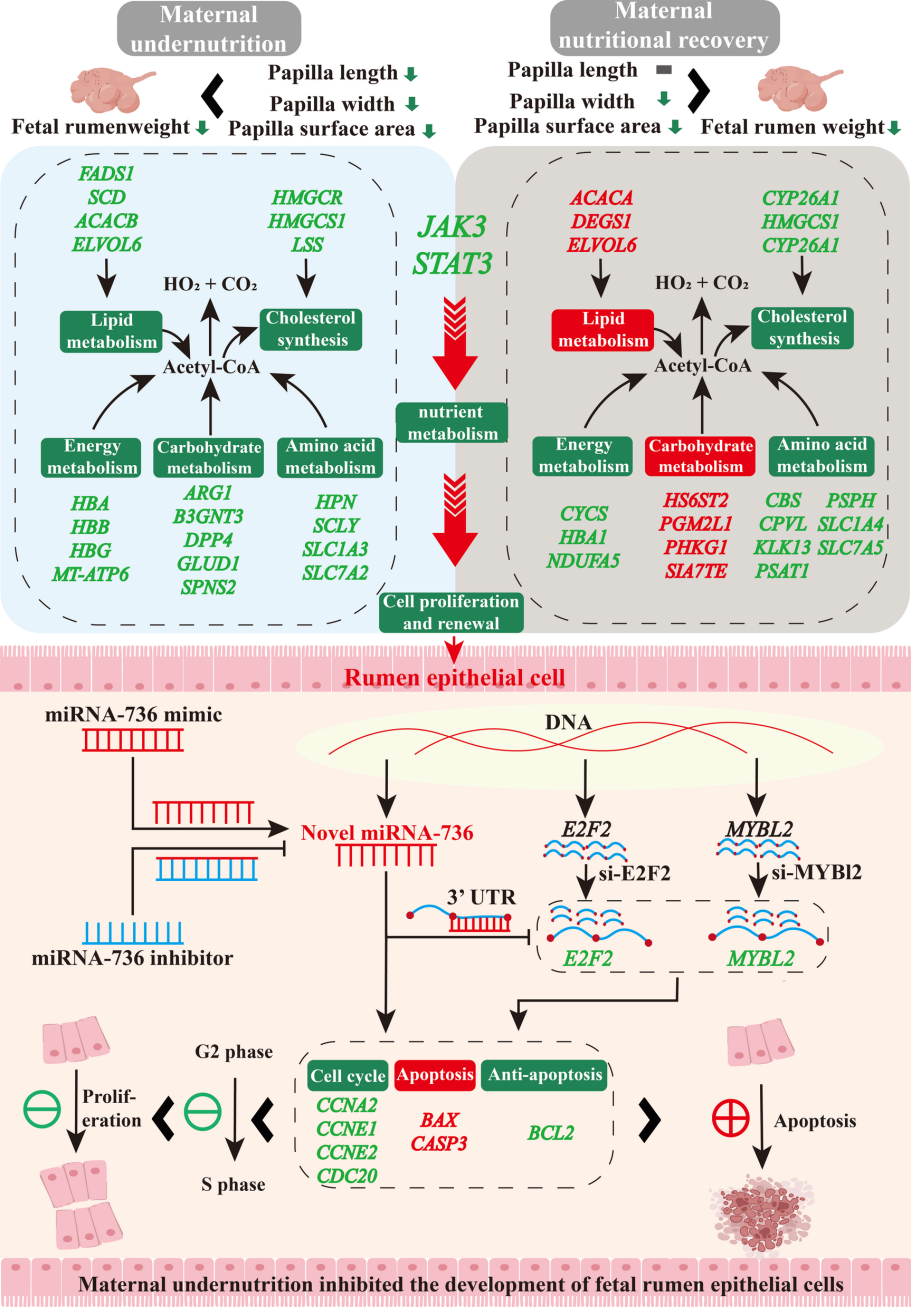
Mechanism summary diagram of maternal undernutrition induced fetal rumen nutrient metabolism disorders and development retardation. Red font and background indicated enhancement, green font and background indicated decrease

## Supplementary Information

Additional file 1: Table S1. si-NC and si-RNA primer sequence. Table S2. 3 'UTR terminal primer sequence. Table S3. Primer sequence of RT-qPCR. Table S4. The sequences of all miRNAs in the rumen of male fetuses under maternal undernutrition

Additional file 2: Fig. S1. The volcano plots and correlation analysis in undernourished and nutrition-recovery models. Fig. S2. Functional analysis of miRNA and its target genes in fetal rumen. Fig. S3. Construction of 3' UTR vectors for E2F2 and MYBL2

## Data Availability

The raw sequencing data supporting this study have been deposited in the Gene Expression Omnibus (GEO) under controlled access, with rumen transcriptome data available through accession number GSE284288 (security token: qdqbggywvpehjif; direct link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284288&token=qdqbggywvpehjif) and rumen miRNA sequencing data accessible via accession number GSE285445 (security token: wlqxqkmwbtoxtml; direct link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285445&token=wlqxqkmwbtoxtml).

## Abbreviations

BHBA: *β*-Hydroxybutyrate
DEGs: Differentially expressed genes
DEMs: Differentially expressed miRNAs
E2F2: E2F transcription factor 2
FC: Fold change
MYBL2: MYB proto-oncogene like 2
NC: Negative control
NEFAs: Non-esterified fatty acids
PCA: Principal component analysis
PI: Propidium iodide
PLS-DA: Partial least squares discriminant analysis
PS: Phosphatidylserine
TC: Total cholesterol
TG: Triglyceride

# Supplementary material for: Maternal undernutrition inhibits fetal rumen development: novel miRNA-736-mediated dual targeting of E2F2 and MYBL2 in sheep
**Source:** J Anim Sci Biotechnol. 2026 Jan 6;17:2. doi: 10.1186/s40104-025-01321-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. si-NC and si-RNA primer sequence. Table S2. 3 'UTR terminal primer sequence. Table S3. Primer sequence of RT-qPCR. Table S4. The sequences of all miRNAs in the rumen of male fetuses under maternal undernutrition

**Table S1.** si-NC and si-RNA primer sequence

| Name | Primer sequence (5 '→3') |
| --- | --- |
| si-NC-Sense | UUCUCCGAACGUGUCACGUTT |
| si-NC-Antisense | ACGUGACACGUUCGGAGAATT |
| si-RNA1 (si-E2F2) -Sense | GCAAGAAGGCCAAGAACAATT |
| si-RNA1 (si-E2F2) -Antisense | UUGUUCUUGGCCUUCUUGCTT |
| si-RNA2 (si-E2F2) -Sense | UGACAGAGGACAAGGCCAATT |
| si-RNA2 (si-E2F2) -Antisense | UUGGCCUUGUCCUCUGUCATT |
| si-RNA3 (si-MYBL2) -Sense | CCGAGAAGCAGAAGAGGAATT |
| si-RNA3 (si- MYBL2) -Antisense | UUCCUCUUCUGCUUCUCGGTT |
| si-RNA4 (si-MYBL2) -Sense | CCUCGGAAGGCCAGGGAAATT |
| si-RNA4 (si- MYBL2) -Antisense | UUUCCCUGGCCUUCCGAGGTT |

**Table S2.** 3 'UTR terminal primer sequence

| Name | Primer sequence (5 '→3') |
| --- | --- |
| *MYBL2*-WT | F: *ccg*TTACAGGGGGCTGGGGGCCAGTTCT  R: *attt*AGGTCCCCTGTCCTAAACAGGGGT |
| *E2F2*-WT | F: *ccg*TGGTGTGGCTTAAAGCATTTGA  R: *attt*CAAGGTTTGTCATTTAATGCCCA |

**Table S3.** Primer sequence of RT-qPCR

**Table S4.** The sequences of all miRNAs in the rumen of male fetuses under maternal undernutrition

# Supplementary material for: Maternal undernutrition inhibits fetal rumen development: novel miRNA-736-mediated dual targeting of E2F2 and MYBL2 in sheep
**Source:** J Anim Sci Biotechnol. 2026 Jan 6;17:2. doi: 10.1186/s40104-025-01321-7
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. The volcano plots and correlation analysis in undernourished and nutrition-recovery models. Fig. S2. Functional analysis of miRNA and its target genes in fetal rumen. Fig. S3. Construction of 3' UTR vectors for E2F2 and MYBL2

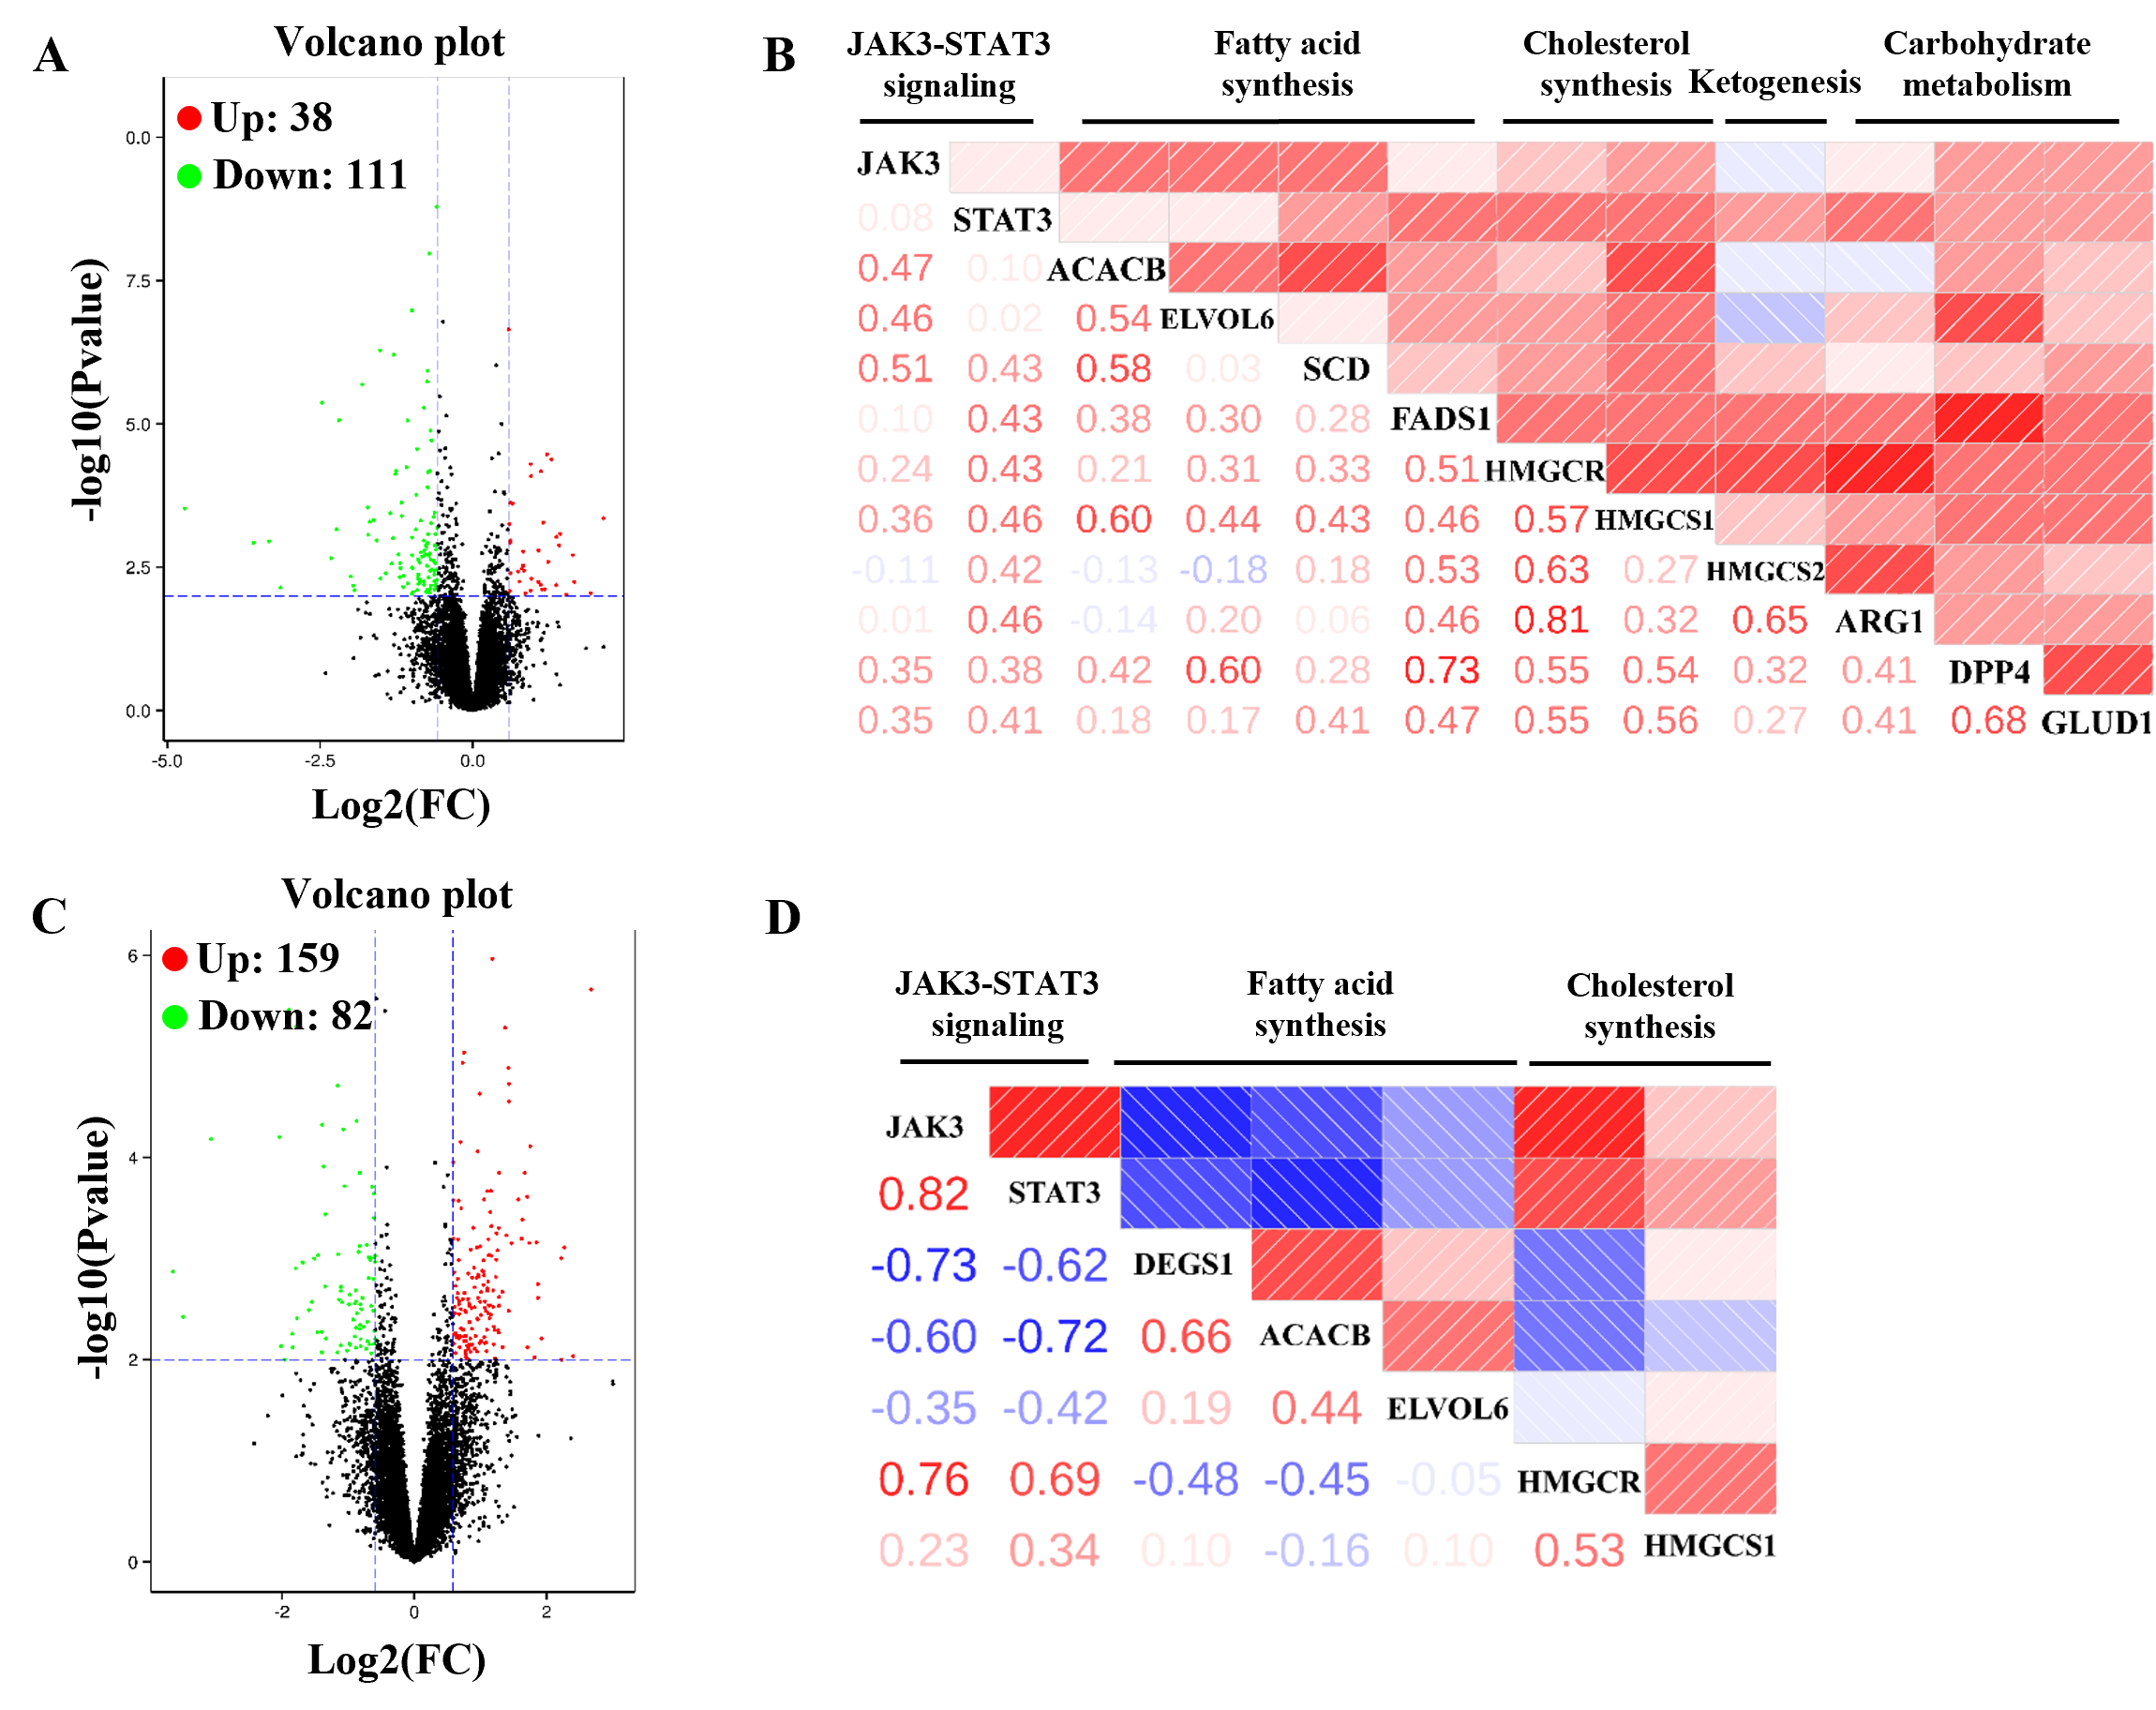

**Fig. S1.** The volcano plots and correlation analysis in undernourished and nutrition-recovery models. **A** The volcano plots of total genes in fetal rumen of undernourished ewe models. **B** Correlation analysis of gene expressional levels between *JAK3* and *STAT3* and nutrient metabolism in fetal rumen of undernourished ewe models. **C** The volcano plots of total genes in fetal rumen of nutrition-recovery ewe models. **D** Correlation analysis of gene expressional levels between *JAK3* and *STAT3* and nutrient metabolism in fetal rumen of nutrition-recovery ewe models.

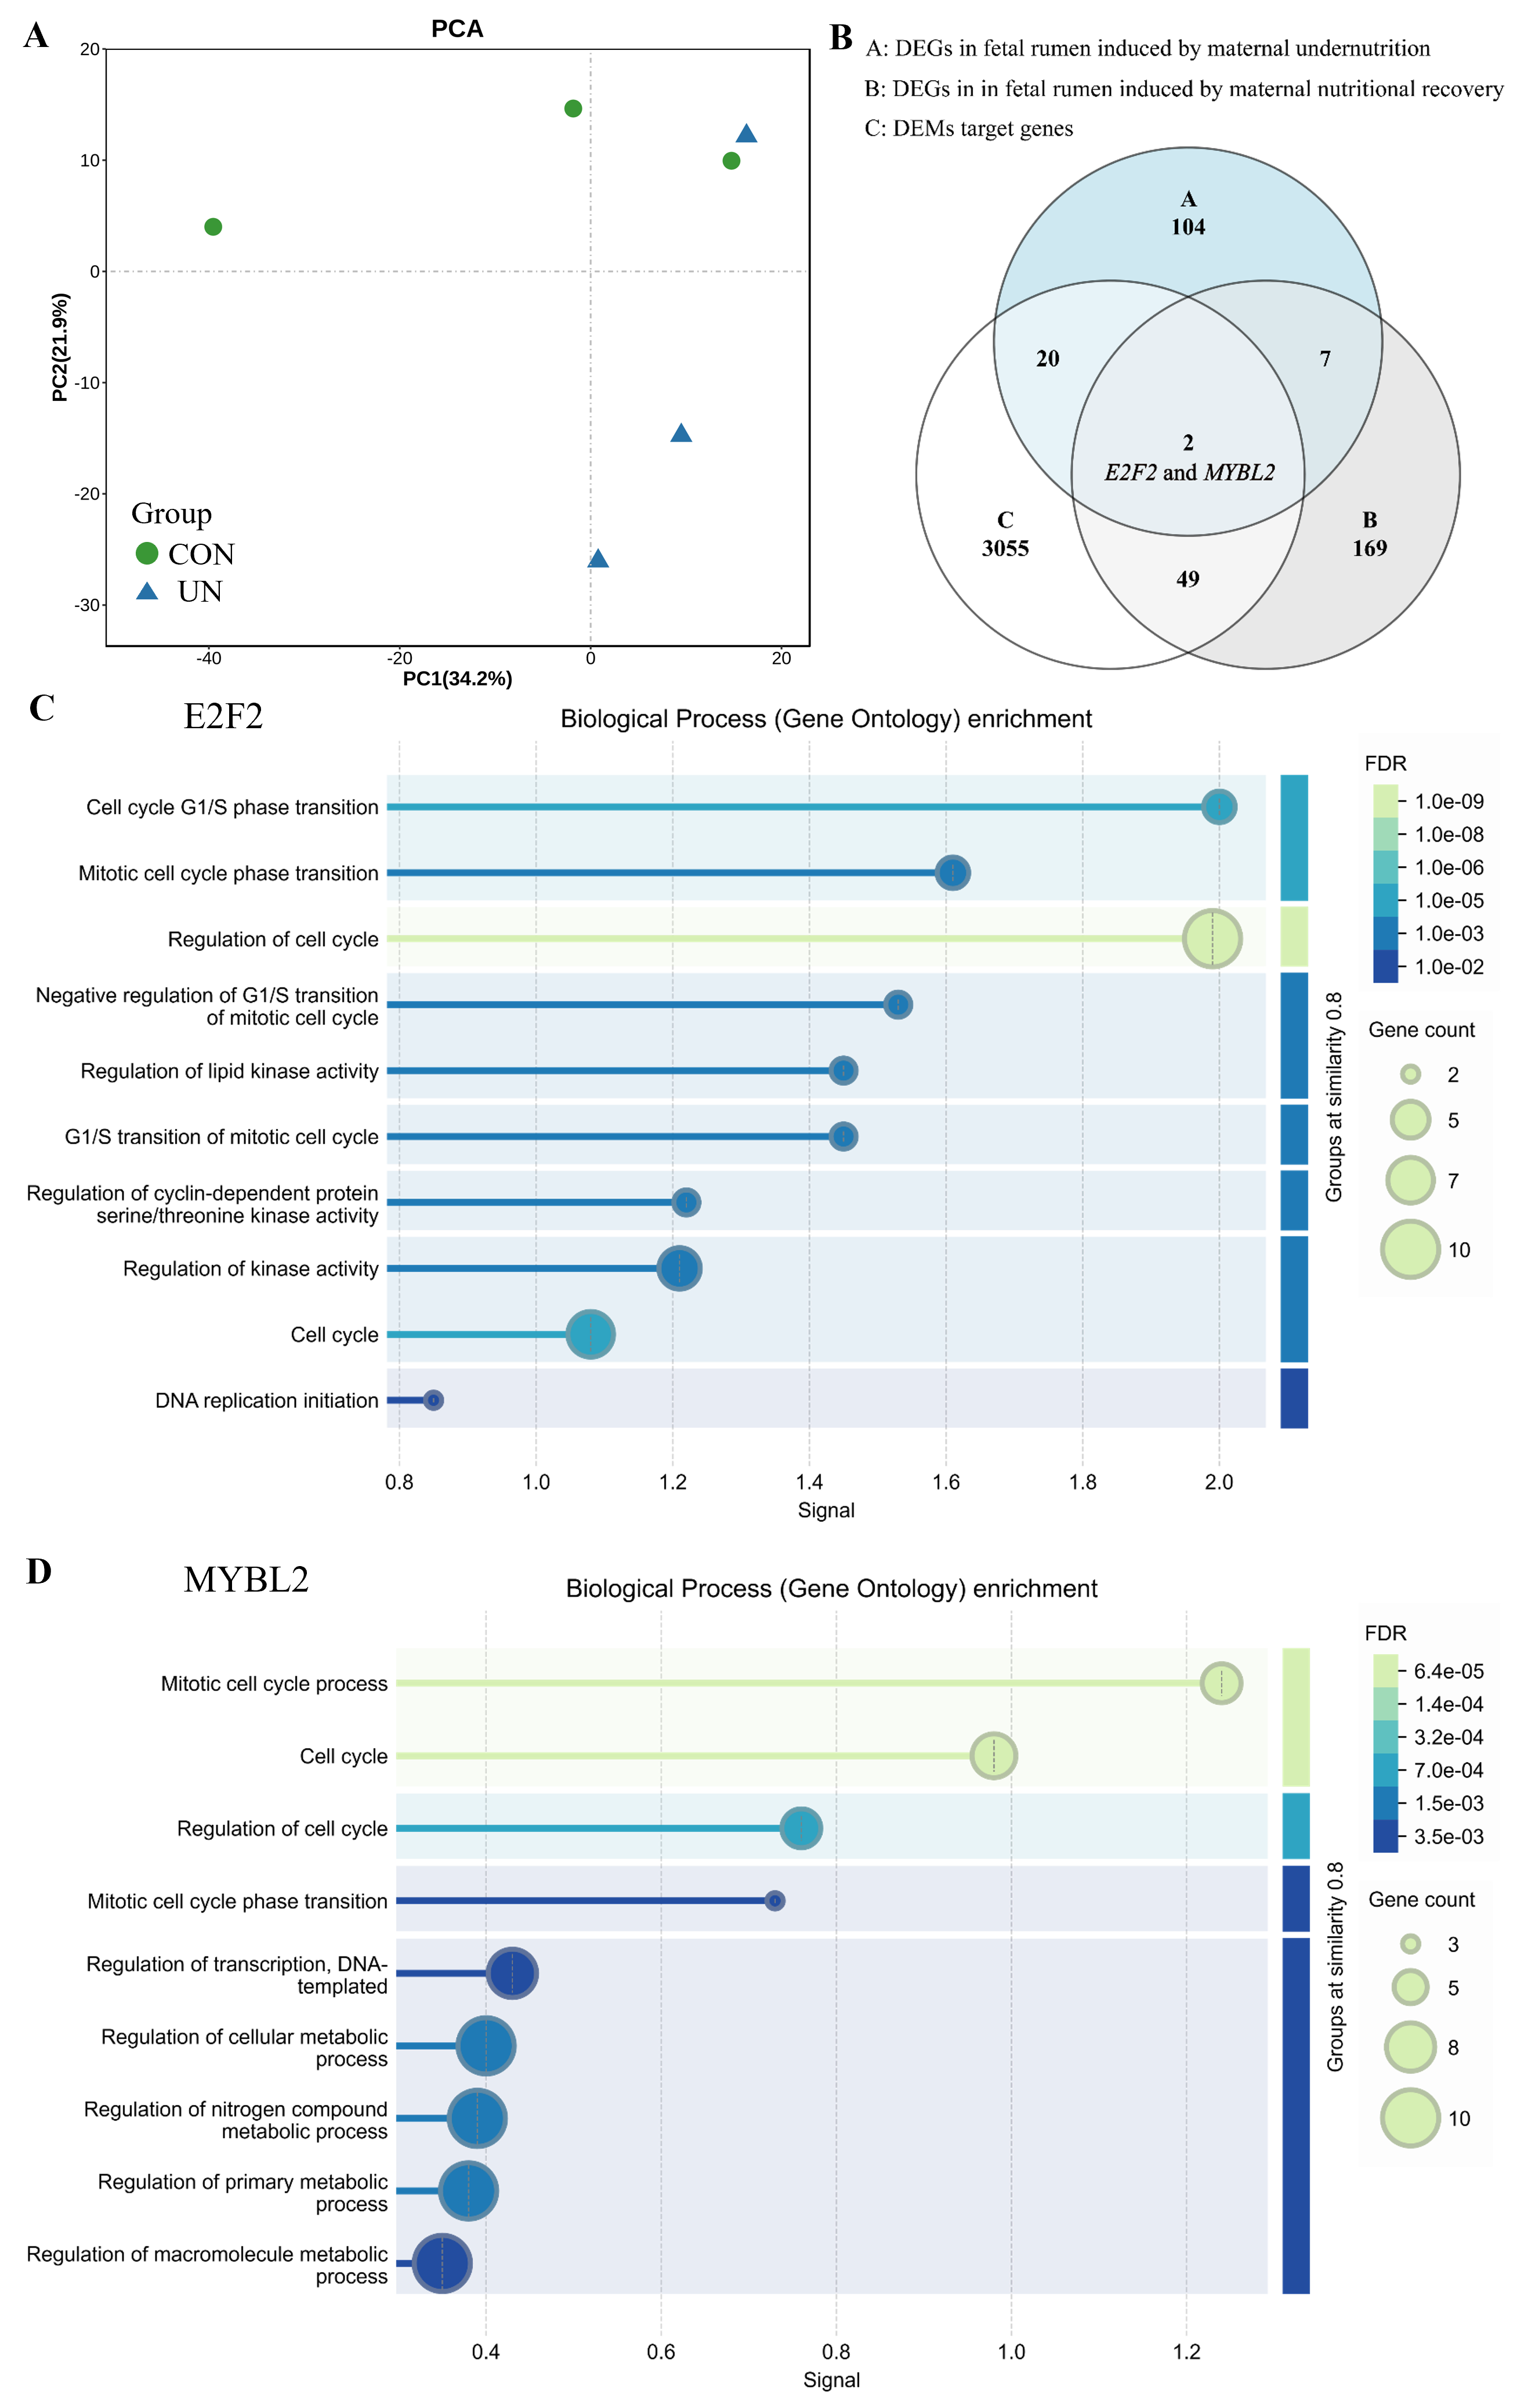

**Fig. S2.** Functional analysis of miRNA and its target genes in fetal rumen. **A** PCA of total miRNA expression in rumen of the CON and UN groups. **B** Both intersection analysis of DEGs in fetal rumen of undernourished ewes and nutritional recovery and miRNA target gene in fetal rumen of undernourished ewes. **C-D** Analysis of biological processes in protein-interacting genes with *E2F2* and *MYBL2*.

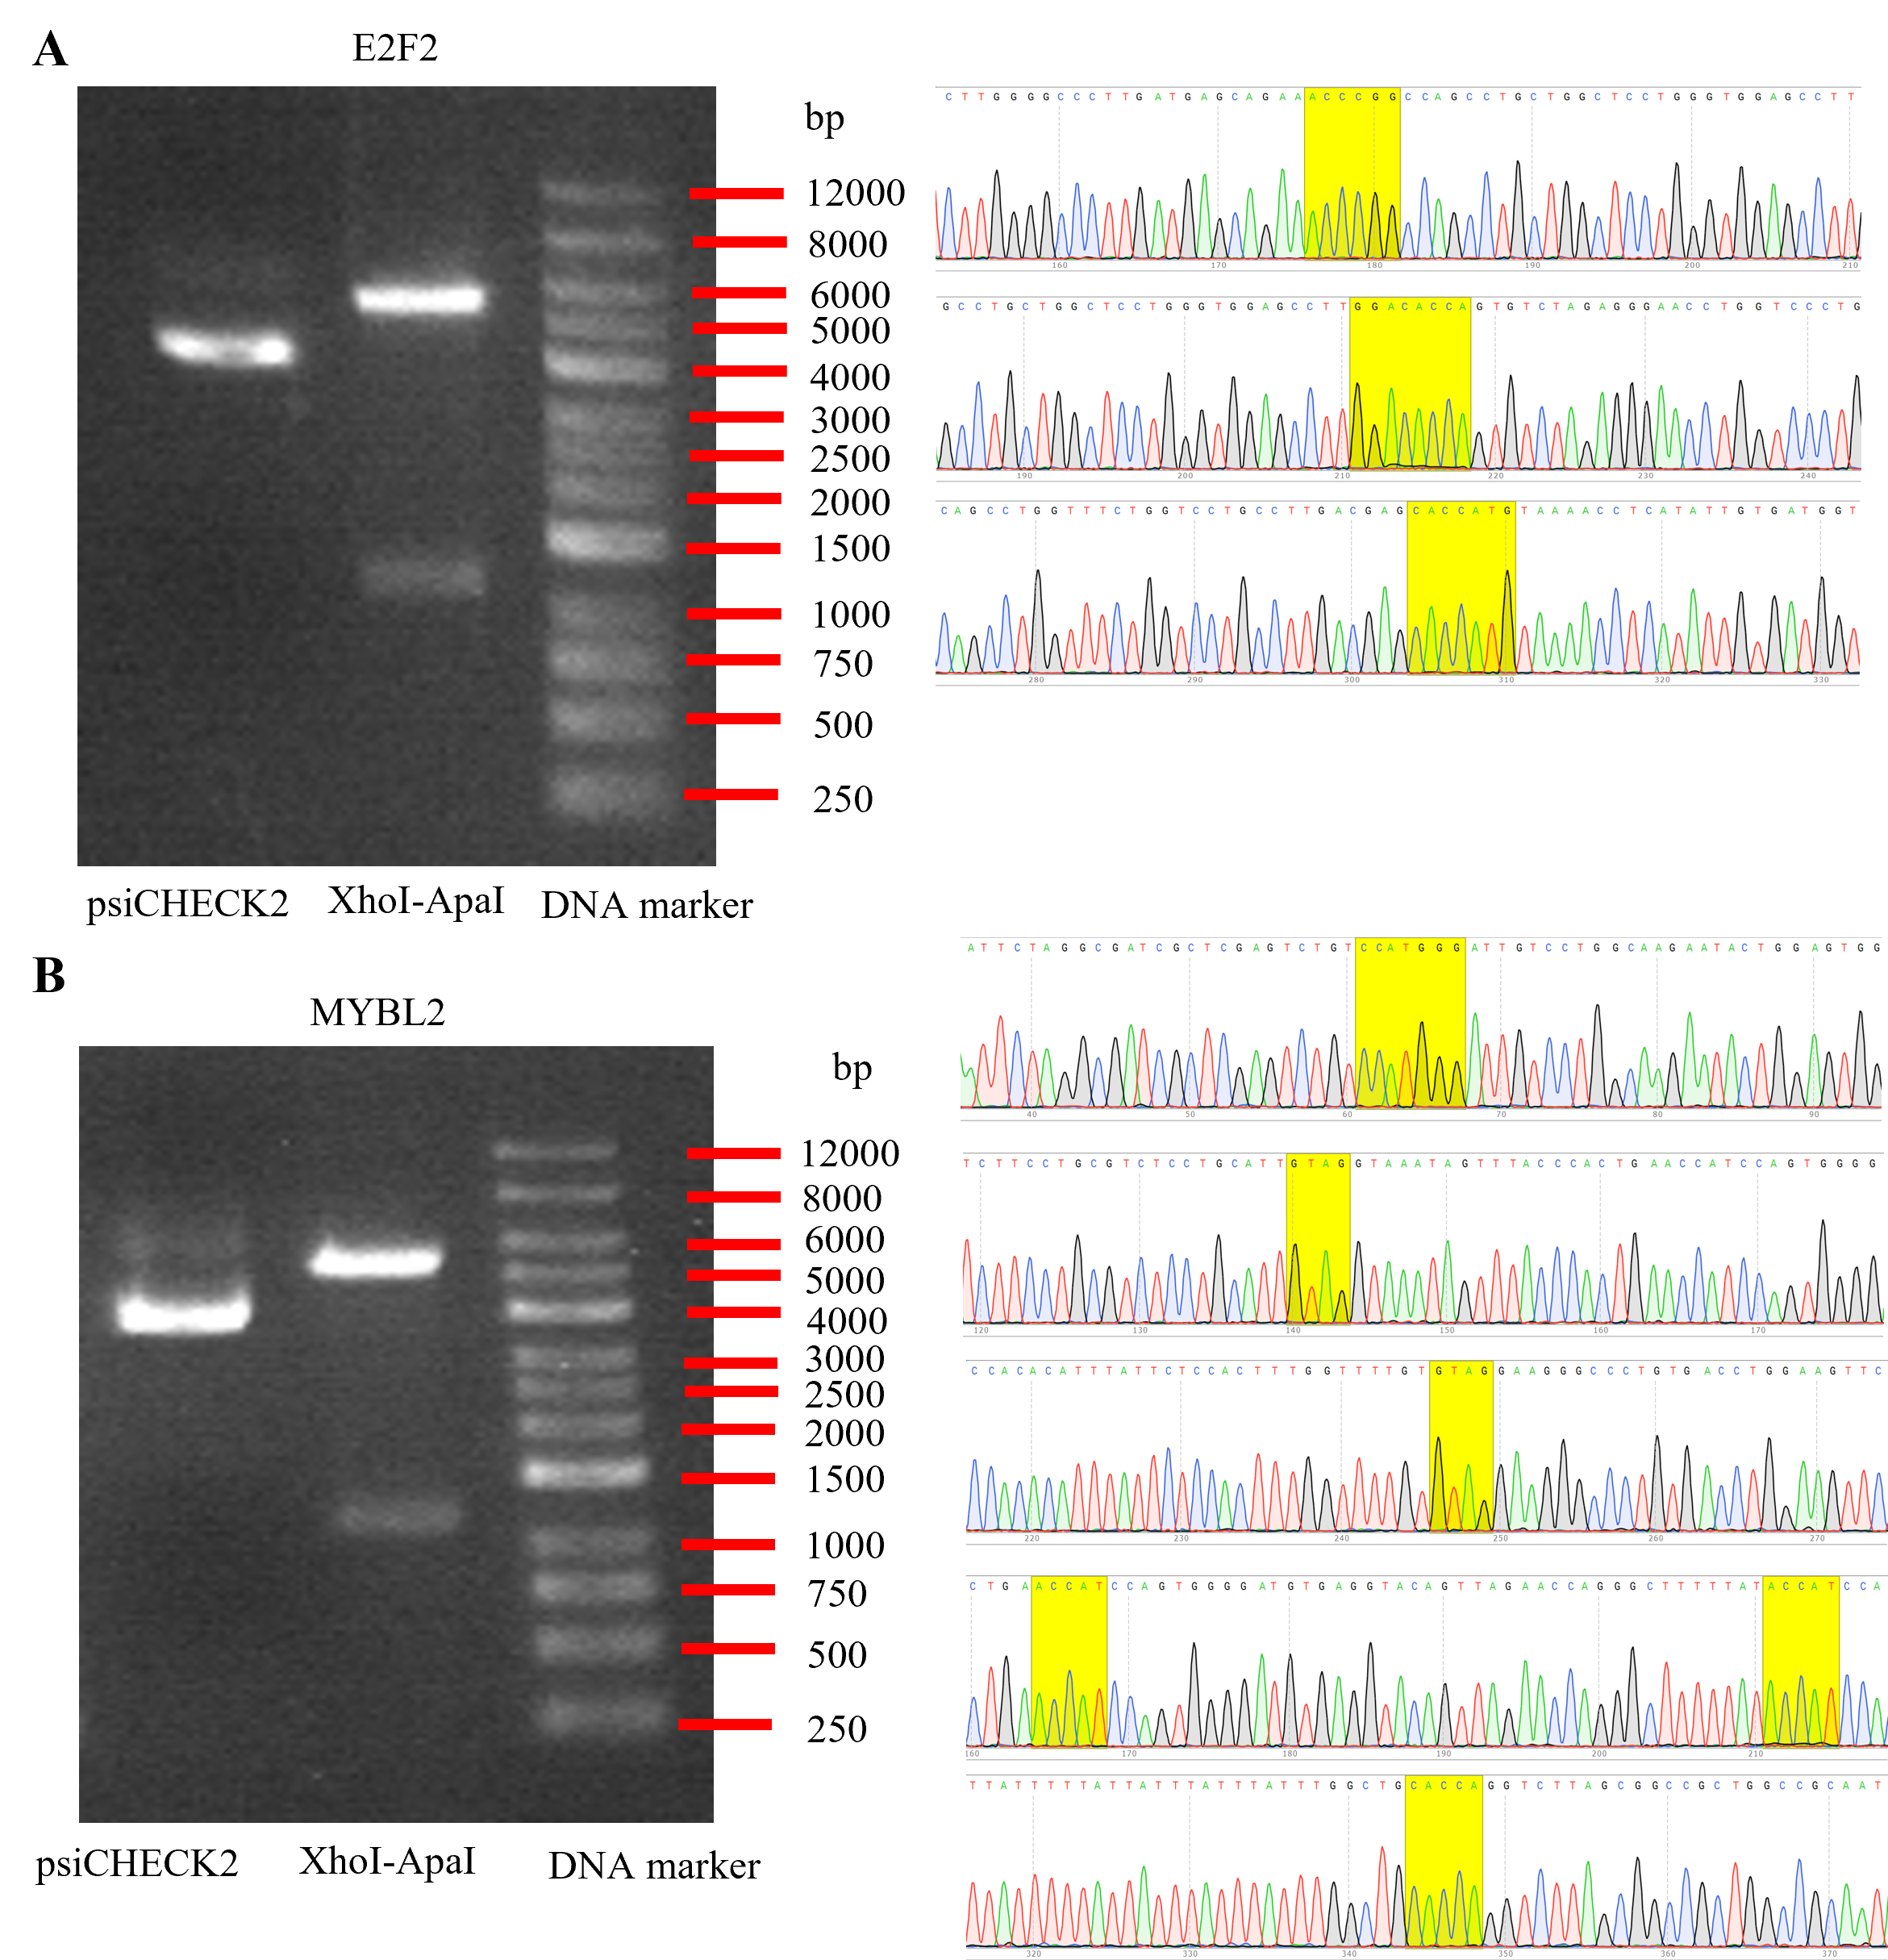

**Fig. S3.** Construction of 3 'UTR vectors for *E2F2* and *MYBL2*. **A** *E2F2* vector double enzyme digestion and target sequencing results. **B** *MYBL2* vector double enzyme digestion and target sequencing results.

How the deposited data were processed for this re-analysis (not part of the article)

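Small RNA of the rumen of 3 male fetuses of CON ewes and 3 of UN ewes was analysed, 1 library per fetus. The authors prepared the libraries with a small RNA kit, aligned cleaned reads with Bowtie2 to the sheep genome and listed known and newly predicted miRNAs. The version of Bowtie2, the program that predicted miRNAs and the miRBase release are not given in the sources used here, and the sample labels name another library kit than the paper. The title and design text of the series name jejunum and ileum, while every sample is labelled rumen; the sample labels were followed. The deposited values are the authors' RPM: reads of a miRNA per 1000000 reads assigned to the 1253 listed miRNAs, without division by length, although the column is named TPM. All values above 0 (100%) were whole multiples of the library's smallest value, within 0.001 reads, so the reads behind them were recovered. The totals, 18584326 to 35555822 reads per library, count reads assigned to these miRNAs only. They may count a read more than once where entries share a sequence.

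From the deposited RPM, log2(RPM + 1) was compared between UN and CON with limma 3.58.1 (trend, not robust) in R 4.3.3, with all 6 libraries and no covariate, and p-values were adjusted by Benjamini-Hochberg. The design had assumed counts with edgeR as the test. Because the values are normalized, limma was used in its place, as the design provided, and the filter of the count test was applied to the recovered reads (edgeR's filterByExpr by group, minimum count 10, minimum total 15), which kept 567 miRNAs. Thresholds were an adjusted p of 0.05 and, separately, the paper's: p under 0.05 with a fold change over 1.5 or under 0.67. The paper's text does not say whether this P is adjusted. Principal components used log2 CPM of the recovered reads with TMM factors (edgeR 4.0.16), centred and not scaled. The sequences come from Table S4, and lists of miRNAs were formed by seed (bases 2 to 8), or by name for the DLK1-DIO3 cluster, and tested with fry and camera (preset correlation 0.01, and estimated). Newly predicted miRNAs were given a conserved name where their sequence begins with, or is the beginning of, the human sequence of that miRNA. These human sequences were written from general knowledge and were not compared with miRBase. Counts of 0 were set against a limit of 3 reads over the group. Intervals are exact 95% intervals of the reads pooled over a group, Poisson for a level and binomial for a ratio. They leave out the spread between fetuses.

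The rule for naming covers the 6 miRNAs of Fig. 5C, those printed in Fig. 5A-B (their directions in the figure had been seen), the 10 with the smallest p in each direction, the 10 most abundant, members of the lists with p under 0.05, the most abundant member of each list, and miR-143. Of these the text describes only some, chosen after their values were seen. Among those left out are novel_miR_527, novel_miR_156, novel_miR_416, novel_miR_866, novel_miR_230, novel_miR_240 and novel_miR_170 of the 10 smallest p up, novel_miR_689, novel_miR_641, novel_miR_1130, novel_miR_212 and novel_miR_1033 of those down, novel_miR_331 and novel_miR_96 of the lists, and most of Fig. 5A-B. novel_miR_235 is also named for its place in the principal components, chosen after its values were seen. The lists, tests and most alternatives were set before the data were examined. Count tests on the recovered reads (edgeR, and DESeq2 1.42.0), TMM-scaled RPM and RPM over the reads other than those of oar-miR-143 were added after seeing the data.

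No 2 libraries of a group were duplicates: a chi-square test of their reads gave at least 437 per degree of freedom for each pair. The tests were tested on simulated reads for the 567 miRNAs with the real means, depths and spread, with 200 miRNAs changed by 1.5, 2 or 4-fold, in 20 draws. Each miRNA was drawn on its own, so structure shared by the libraries is absent and false calls may be understated. With 200 miRNAs changed, the adjustment is also milder than in data with few calls, so recovery in the real data may be lower. Where none of the 10 most abundant miRNAs changed, limma recovered a median of 58.5% of 2-fold and 95.6% of 4-fold changes and called a median of 0.954% of the unchanged miRNAs. Where abundant miRNAs could change too, the median was 2.04%, but in 1 draw limma called 72.8% of the unchanged miRNAs, because RPM falls for all others when an abundant miRNA rises. In the same draws edgeR with TMM called at most 1.91%. With no miRNA changed, limma moved the median log2 fold change by -0.20 to 0.15 and called up to 4 miRNAs at the adjusted threshold. At the paper's thresholds it then called a median of 13.5 and up to 32, where the real data gave 10. For this reason the scaled and count-based alternatives are given beside the limma counts. With no miRNA changed, edgeR on the 567 miRNAs called a median of 0 and up to 2 at the adjusted threshold, where the real data gave 1. At the paper's thresholds it called a median of 19 and up to 24, where the real data gave 18. The recovery model, the mRNA libraries, RT-qPCR and the location of sequences in the genome were not analysed here.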

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

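The alternatives on recovered reads (edgeR, DESeq2), the TMM-scaled RPM and the RPM over reads other than oar-miR-143 were chosen after seeing the data. Beyond fewer miRNAs tested or fewer libraries, the cause was not tested. limma called 0 miRNAs up and 0 down at an adjusted p under 0.05 (29 at an unadjusted p under 0.05), and 0 up became 1 up with quantile normalization, TMM-scaled RPM, RPM without oar-miR-143, edgeR on recovered reads and edgeR on recovered reads with no filter (novel_miR_529 each time), 2 up with DESeq2 on recovered reads with no filter, and 0 to 2 up and 0 to 1 down when 1 library was left out (novel_miR_519 and novel_miR_529 up and novel_miR_138 down without CON replicate 2, novel_miR_775 down without CON replicate 3). At the paper's thresholds, 2 up became 5 with the replicate block, 4 with a pseudocount of 0.1, 4 with TMM-scaled RPM, 10 with edgeR on recovered reads, 32 with edgeR with no filter, 17 with DESeq2 with no filter, and 1 to 16 without 1 library. At the same thresholds, 8 down became 2 with quantile normalization, 21 with a pseudocount of 0.1, 3 with a pseudocount of 5, 2 with TMM-scaled RPM, 30 with edgeR with no filter, and 8 to 27 without 1 library. These were 1 up and 8 down without CON replicate 1, 16 and 14 without CON replicate 2, 5 and 27 without CON replicate 3, 4 and 15 without UN replicate 1, 3 and 8 without UN replicate 2, and 10 and 22 without UN replicate 3. Of the miRNAs of Fig. 5C, 1 had p under 0.05 in the figure's direction, against 5 with no filter, 2 with TMM-scaled RPM, 5 with edgeR with no filter, 4 with DESeq2 with no filter, and 0 to 3 without 1 library (0 without CON replicate 1 or UN replicate 2, 3 without CON replicate 2). Of those of Fig. 5A-B, 18 had p under 0.05 in the figure's direction, against 46 with no filter, 11 with quantile normalization, 7 with the filter of 1 RPM in every library, 56 with edgeR with no filter, and 8 to 21 without 1 library (8 without CON replicate 1). At an adjusted p under 0.05 it was 0, against 1 with quantile normalization, TMM-scaled RPM, RPM without oar-miR-143 and both edgeR fits, 2 with DESeq2, and 0 to 2 without 1 library (2 without CON replicate 2, 1 without CON replicate 3). The lists past an adjusted p under 0.05 in fry were 0, against 2 with quantile normalization, 1 with RPM without oar-miR-143, 1 with edgeR with no filter, and 0 to 1 without 1 library (the blood and immune cell list without CON replicate 3). No list test was run with DESeq2. novel_miR_736 kept its direction in all settings in which it was measured, which is no support, since every CON library holds 0 reads. It also kept an adjusted p above 0.05 in them, and it was not measured under the filters on low reads. Its unadjusted p was 0.052 without CON replicate 3, 0.053 without UN replicate 3 and 0.066 with DESeq2. The depth sets 1 read at 0.0281 to 0.0538 RPM. The detected miRNAs fell from 1253 to 815 when a read in all 6 libraries was required.

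The replicate number is not stated to pair fetuses, and the deviations of same-numbered libraries from their group means correlated at -0.07, 0.07 and 0.19, with CON replicate 1 closest to UN replicate 2, so the numbers were not taken as pairs. The replicate block gave 5 up and 9 down at the paper's thresholds.

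Directions of 39 values that did not pass the test turned, and 736 single miRNAs or lists under an alternative kept their direction and side of the threshold. The median of all miRNAs was -0.12 with limma and 0.01 with TMM-scaled RPM, so values near it turn with the scaling. With quantile normalization the medians were 0.0077 for the let-7 family, 0.023 for the neural list, 0.089 for the intestinal list, 0.12 for the miR-29 family, 0.016 for the miR-30 family, 0.024 for miR-21 and 0.025 for the DLK1-DIO3 cluster. With TMM-scaled RPM they were 0.044 for the let-7 family, 0.015 for the muscle list, 0.061 for the neural list, 0.095 for the intestinal list, 0.11 for the miR-29 family, 0.00096 for the miR-30 family, 0.088 for miR-21 and 0.053 for the DLK1-DIO3 cluster. With edgeR on recovered reads they were 0.032 for the let-7 family, 0.022 for the muscle list, 0.051 for the neural list, 0.090 for the intestinal list, 0.074 for the miR-29 family, 0.0063 for the miR-30 family, 0.088 for miR-21 and 0.061 for the DLK1-DIO3 cluster. With edgeR and no filter they were 0.00085 for the neural list, 0.37 for the intestinal list, 0.024 for the miR-29 family, 0.028 for miR-21 and -0.053 for the miR-122 sequence (novel_miR_519), and with RPM without oar-miR-143 0.027 for the miR-29 family. Leaving out 1 library gave -0.094 to 0.29 for oar-miR-143, -0.15 to 1.99 for the miR-122 sequence, -0.27 to 0.0086 for the muscle list, -0.36 to 0.20 for the neural list, -0.19 to 0.040 for the intestinal list, -0.37 to 0.29 for the miR-29 family, -0.17 to 0.011 for miR-21 and -0.28 to 0.032 for the DLK1-DIO3 cluster.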

Differences from the paper's values

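At the paper's thresholds, taken as an unadjusted p, the paper reports 34 upregulated DEMs and limma on log2(RPM + 1) gave 2. Every alternative set before the data were examined stayed below this number by more than 1.5 times, with 2 without a filter, 3 with quantile normalization, 2 with at least 1 RPM in every library, 5 with the replicate block, 2 and 3 with identical sequences merged by mean and sum, 4 and 2 with a pseudocount of 0.1 and 5, and 1 to 16 without one of the libraries. On log2(RPM + 1) a miRNA with few reads can hardly reach 1.5-fold. Without a filter, novel_miR_736 had a log2 fold change of 0.14 with limma and 4.44 with edgeR. In that limma fit 62 miRNAs had an unadjusted p under 0.05, and 10 of them passed the fold thresholds. For rarely read miRNAs the limma counts are therefore not like for like with the paper's. The paper reports 29 downregulated DEMs and limma gave 8. A pseudocount of 0.1 gave 21, leaving out CON replicate 3 gave 27 and leaving out UN replicate 3 gave 22, all within 1.5 times of the paper's number, whereas the other alternatives set before the data were examined gave 2 to 15. edgeR on the recovered reads without a filter, chosen after seeing the values, gave 32 up and 30 down, and it dropped 6 of the 62 miRNAs printed in Fig. 5A-B. DESeq2, the paper's tool, in another version and on all recovered reads, also chosen after seeing the values, gave 17 up and 10 down and called 26 of the 62. Fig. 5A prints 1 miRNA a second time, so that its 34 labels stand for 33 miRNAs.

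The paper describes a clear separation of the groups by principal components. In the recovered reads the CON and UN libraries overlapped on the first and on the second component taken singly. In the plane of both a straight line parts them with a gap of 0.23, as it does for 4 of the 10 splits, the real one included, and the groups took 20.0% of the sum of squares, the fourth highest of 10 splits. Of the alternatives set before the data were examined, it was the second highest without the filter (22.1%, with 24.5% for the highest), the third with a prior count of 5 and the fourth in the others. The shares of variance were close to the paper's, at 35.6% and 21.2% against about 34% and about 22% in Fig. S2A, read by eye.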

Other observations

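The tests on novel_miR_529, on the epithelial miRNAs (ratios to miR-205) and on the muscle share and the other lists in the first principal component, and the edgeR fits, were chosen after the data were seen. The median log2 fold change of all 567 miRNAs was -0.12, which TMM scaling moved to 0.01. fry tests a list against no change, not against this median, and none of the lists passed. Medians below that of all miRNAs kept their sign under TMM-scaled RPM for the miR-17 and miR-15/16 families, the epithelial list, miR-210 and both repeated sequence families. The others that did so (adjusted p from fry in parentheses) were those of the miR-34 family with its relatives of the same seed -0.40 (0.56, 3 members), blood and immune cells -0.29 (0.33, 2 members), miR-33 -0.24 (0.78) and endothelial miR-126 -0.21 (0.68). Lists whose sign turned above 0 under TMM-scaled RPM were the let-7 family at -0.12 (0.56, 8 of 10 members below 0), miR-30 -0.17 (0.62), miR-29 -0.03 (0.94), miR-21 -0.08 (0.78), the neural list -0.06 (0.91, 6 entries of 2 sequences), the intestinal list -0.07 (0.53), the muscle list -0.15 (0.79) and the DLK1-DIO3 cluster -0.08 (0.79, 57 of 78 members below 0). In the intestinal list novel_miR_529 rose and the other 2 members lay below 0. The lists shown at the paper's sentences had an adjusted p in fry of 0.51 (epithelial), 0.33 (miR-15/16), 0.79 (liver miR-122), 0.14 (miR-17) and 0.14 (miR-210). Family A, the first repeated sequence, had a median of -0.19 (0.57, 105 members of 48 sequences), and family B -0.26 (0.14, 17 members of 9 sequences, 16 below 0 and 5 at an unadjusted p under 0.05). With TMM-scaled RPM family B had a median of -0.16, with 12 of 17 members below 0. Family B holds novel_miR_775, the miRNA with the lowest p among those with less in UN. In the DLK1-DIO3 cluster 1 member, oar-miR-134-5p, had an unadjusted p under 0.05 (log2 fold change -0.60, adjusted p = 0.84). No miRNA with the miR-375 seed was listed. In 76 of the 567 miRNAs (13.4%) the groups did not overlap, where chance gives 10% for 3 against 3.

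The first pattern is the number of rarely read miRNAs among the DEMs. With edgeR and no filter, 62 miRNAs passed the paper's thresholds and 37 of them (59.7%) averaged under 10 reads per library, as did 54.4% of all listed miRNAs. In the 9 other splits of the libraries, which mix the groups, the median number of such rarely read calls was 24 and the highest 43, and in 4 of the 9 their share of the calls was higher than in the real split, so the share shows no excess. Such calls can come from counting noise at low depth, from spread between fetuses or from the structure of the libraries below, and these cannot be told apart, since the same splits would show each of them. In the limma fit the real split gave 10 DEMs and 8 of the 10 splits gave at least as many, with 35 as the highest other. At an adjusted p under 0.05, and for the lists in fry, the real split gave 0, which all 10 splits reach by construction, so these comparisons say nothing about chance; the highest others were 9 miRNAs and 1 list. For edgeR with no filter, 2 of 10 splits gave at least 62, with 91 as the highest other. The groups took 20.0% of the sum of squares in the principal components, reached by 4 of 10 splits, with 34.2% as the highest. The 10 splits are too few for a share under 0.05.

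The second pattern is the order of the libraries on the first principal component, which set CON replicates 1 and 3 and UN replicate 3 against CON replicate 2 and UN replicates 1 and 2. That split was the one with 35, 9 and 91 calls. It points to a structure of the libraries other than the feeding groups, but since it was read from the component of greatest variance in the same data, its calls restate that component and are no separate support. The component followed the number of assigned reads (Pearson r = -0.92, exact permutation p = 0.0083, Benjamini-Hochberg 0.025 over 3 components; Spearman rho = -0.83, p = 0.058, adjusted 0.18; r = -0.99 without CON replicates 2 and 3). After thinning every library to 18584326 reads that split still took 32.9% of the sum of squares (34.2% before), the largest of the 10 with 23.2% as the next. This argues only against the number of reads counted as the cause. Properties of the samples or libraries that go with their depth remain after thinning and were not tested. All 5 distinct muscle miRNA sequences measured loaded on the side of the deeper libraries, with a median loading of -0.04, and 0.27% of 10000 random lists of like abundance had a median as low, so a different share of muscle in the samples is a candidate explanation. Tested alike, with the p adjusted over all 19 lists, the muscle list (0.034), the DLK1-DIO3 cluster on the opposite side (0.0019, 63 of 77 distinct sequences) and the miR-122 sequence, also on the opposite side (0.0019, 1 sequence), passed, so muscle is not singled out by this test. Members of a list vary together (estimated correlation 0.52 for muscle and 0.59 for DLK1-DIO3), unlike those of random lists. These p-values leave out the spread between libraries and may be too small. The let-7 and miR-17 families (0.12 and 0.14) and the repeated families A (0.26) and B (0.18, 9 of 9 on the muscle side) did not pass. The list holds oar-miR-143, at 29.5% to 50.0% of the reads of a library, so the rumen samples all express it. Without novel_miR_235 (AGAGAGCGACUGCGCUUAGAAGA), which was read in CON replicate 2 and UN replicates 1 and 2 and nearly absent from the other libraries, the component held 30.3% of the variance and kept the order of these sets.

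The third pattern is the higher novel_miR_529, the miR-215 sequence, in UN. Misassigned reads of the near-identical and far more abundant miR-192 sequence (novel_miR_1109, 540 ± 102 RPM in CON and 507 ± 23.0 RPM in UN, SD, n = 3) would keep their ratio constant, but the log2 ratio differed by 1.51 (standard error 0.15), with every UN library above every CON library. Liver tissue carried into some samples could also bring miR-215. The liver miR-122 sequence reached 148 RPM in CON replicate 2 and overlapped between the groups. That library had 4.14 RPM of novel_miR_529, less than each UN library (7.58 to 9.61 RPM), so the most miR-122 did not come with the most miR-215. Because this rests on 1 CON library, a liver origin cannot be told apart from a change in the rumen itself. Leaving out CON replicate 2, limma called both novel_miR_529 and the miR-122 sequence higher at an adjusted p of 0.035, where the alternatives ranged from 2.3e-07 to 0.68 for the former and from 0.035 to 1.00 for the latter. The series title names jejunum and ileum, where miR-215 is known, and the sample labels rumen, so intestinal tissue was not excluded either. The other measured members of the intestinal list did not rise, with the miR-192 sequence as given above. oar-miR-194 stood at 132 ± 17.8 RPM in CON and 125 ± 8.18 RPM in UN (SD, n = 3 each). These values cannot decide the question, since a small amount of intestine would lie within their spread. An effect of maternal undernutrition on miR-215 stays open.

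A smaller share of epithelium in the UN samples could lower miR-203 and miR-200b together, and would leave their ratio to miR-205 unchanged. The log2 ratio of the miR-203 sequence to the miR-205 sequence differed by -0.45 (standard error 0.28) and that of miR-200b to the miR-205 sequence by -0.42 (standard error 0.18), both with overlapping groups. The ratio differed by -0.26 (standard error 0.13) for novel_miR_962, the longer and more abundant entry of the miR-200b sequence, by -0.07 (0.16) for miR-200c and by 0.31 (0.27) for the miR-141 sequence, again with overlapping groups. The log2 fold changes of the members ran from -0.53 to 0.22, where a smaller share would lower all alike, but none of the ratios parted the groups, so this cannot be told apart from a change in the epithelium.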
